# Understanding the role of myoglobin content in Iberian pigs fattened in an extensive system through analysis of the transcriptome profile

**DOI:** 10.1111/age.13195

**Published:** 2022-03-30

**Authors:** Miguel Ángel Fernández‐Barroso, Juan María García‐Casco, Yolanda Núñez, Luisa Ramírez‐Hidalgo, Gema Matos, María Muñoz

**Keywords:** Iberian pig, myoglobin content, RNA‐seq, transcriptome and functional analysis

## Abstract

Meat color is the first perceived sensory feature and one of the most important quality traits. Myoglobin is the main pigment in meat, giving meat its characteristic cherry‐red color, highly appreciated by the consumers. In the current study, we used the RNA‐seq technique to characterize the longissimus dorsi muscle transcriptome in two groups of Iberian pigs with divergent breeding values for myoglobin content. As a result, we identified 57 differentially expressed genes and transcripts (DEGs). Moreover, we have validated the RNA‐seq expression of a set of genes by quantitative PCR (qPCR). Functional analyses revealed an enrichment of DEGs in biological processes related to oxidation (*HBA1*), lipid metabolism (*ECH1*, *PLA2G10*, *PLD2*), inflammation (*CHST1*, *CD209*, *PLA2G10*), and immune system (*CD209*, *MX2*, *LGALS3*, *LGALS9*). The upstream analysis showed a total of five transcriptional regulatory factors and eight master regulators that could moderate the expression of some DEGs, highlighting SPI1 and MAPK1, since they regulate the expression of DEGs involved in immune defense and inflammatory processes. Iberian pigs with high myoglobin content also showed higher expression of the *HBA1* gene and both molecules, myoglobin and hemoglobin, have been described as having a protective effect against oxidative and inflammatory processes. Therefore, the *HBA1* gene is a very promising candidate gene to harbor polymorphisms underlying myoglobin content, whereby further studies should be carried out for its potential use in an Iberian pig selection program.

## INTRODUCTION

Meat color is considered one of the most important meat quality traits and the first attribute that is sensorially perceived, influencing the purchase decision of consumers (Mancini & Hunt, 2005). A bright cherry‐red color is normally used as a healthy indicator in fresh meat, while PSE (pale, soft, exudative) or DFD (dark, firm, dry) meats do not satisfy the consumer preferences (Yu et al., 2017).

Myoglobin (MB) is the main heme sarcoplasmic protein responsible for oxygen transport and the principal pigment related to the red color of the meat (Suman & Poulson, 2013). Besides, MB is involved in the oxidative phosphorylation (Wittenberg & Wittenberg, 2003), as well as in the binding and delivery of oxygen to the mitochondria in the skeletal muscle (Suman & Poulson, 2013). Structurally, MB is a monomeric heme protein composed of a heme prosthetic group and a globin protein (Suman & Poulson, 2013). The heme group, which characterizes MB as a pigment, absorbs visible light through its double bonds and contains an iron atom that can be present in reduced (ferrous/Fe^2+^) or oxidized (ferric/Fe^3+^) form. The heme group can reversibly bind to ligands such as oxygen, carbon monoxide or nitric oxide. Therefore, there are four redox states of MB: deoxymyoglobin (reduced, DMB), oxymyoglobin (oxygenated, OMB), metmyoglobin (oxidized, MetMB), and carboxymyoglobin (COMB; Mancini & Hunt, 2005). OMB gives to the meat, a bright cherry‐red color, critical for consumer acceptance. DMB provides purplish‐red color and MetMB produces a brown color on meat. These four redox forms of MB can be identified spectrophotometrically and their absorbance spectra range between 500 and 600 nm, with 525 nm being the point at which the absorption spectral curves of the four forms converge (Tang et al., 2004).

The myoglobin content is influenced by different factors such as the species, breed, metabolic profile of the muscle (oxidative or glycolytic), age, and production system (indoor or outdoor; Olsson & Pickova, 2005; Ventanas et al., 2005; Yu et al., 2017). In fact, several authors have reported that the meat from pigs handled in open‐air extensive systems has a higher myoglobin content (Ventanas et al., 2005), being redder and paler (Pugliese et al., 2005). Moreover, from a genetic point of view, the heritability of this trait estimated both in lean and heavy pig breeds showed moderate values. Newcom et al. (2004) estimated an average heritability of 0.27 for MB in seven different breeds, while Fernández‐Barroso et al. (2020a) estimated a value of 0.15 in the Iberian breed. Kim et al. (2010) found that MB content was phenotypically correlated (*r* = 0.45) with the a* color parameter (measured by colorimeter) in crossbred pigs between Korean native black pig and Landrace, and Newcom et al. (2004) and Fernández‐Barroso et al. (2020a) estimated a positive genetic correlation between MB and a* of 0.23 and 0.94 respectively. In addition, some polymorphisms have been identified in candidate genes such as *CASP9* and *PRKAG3* (Fernández‐Barroso et al., 2020a; Lindahl et al., 2004) that affect MB content.

The Iberian pig breed is characterized by having a high‐quality meat and greatly appreciated dry‐cured products, with an elevated economic value in the market. The quality of its products is favored by its particular characteristics, such as voracious appetite, high adipogenic potential and protein turnover ratio, and low deposition of lean tissue (Rivera‐Ferre et al., 2005), which in turn are determined by its unique traditional open‐air production system (Lopez‐Bote, 1998) and its genetic features (Alves et al., 2003, Fabuel et al., 2004, Ollivier, 2009).

The measurement of MB content is not a straightforward technique (Hornsey, 1956) and it might be advisable to use molecular information to include MB as a selection goal in a breeding program. Whole transcriptome sequencing of divergent individuals for a particular trait allows the identification of candidate genes for these traits and, at the same time, a better understanding of the gene networks and biological pathways underlying the concerned trait. Analyses of changes in the transcriptome between divergent individuals for a particular trait such as intramuscular fat, tenderness, or feed efficiency through RNA‐seq have been carried out in different studies (Fernández‐Barroso et al., 2020b; Muñoz et al., 2018; Vigors et al., 2019; Zappaterra et al., 2020). However, to our knowledge, this work is novel being the first transcriptomic study of porcine muscle divergent in estimated breeding values (EBVs) for myoglobin content.

In the current study we sequenced the transcriptome of longissimus dorsi (LD) muscle in divergent Iberian pigs for MB content. Hence, the aims of this study were: (i) to identify and quantify differentially expressed genes (DEGs) between divergent groups; (ii) carry out in silico functional analyses for a better comprehension of the biological pathways that could be involved in the differences in MB content; and (iii) identify the transcriptional regulatory factors influencing the observed gene expression profiles.

## MATERIALS AND METHODS

### Animal material and phenotypic data

Animal handling was carried out according to the regulations of the Spanish Policy for Animal Protection RD 53/2013, which meets the European Union Directive 2010/63/EU about the protection of animals used in research. Protocols were assessed and approved by the INIA Committee of Ethics in Animal Research, which is the named Institutional Animal Care and Use Committee for the INIA.

The animal material used in the present study was obtained from castrated males belonging to a closed commercial population of Iberian pigs. The animals were fed under a restricted feeding regime until they reached 100 kg of body weight and were subsequently fattened in an open‐air free‐range system until slaughter, with an approximate age of 17 months and 165 kg of final body weight.

After slaughter, LD samples were removed from the carcass of 828 animals and a central muscle section of approximately 80 g was separated of each loin for MB content measurement. The muscle portions were vacuum packed in nylon/polyethylene bags, and then the samples were introduced in liquid N_2_ for approximately 20 s, before storing at −20°C until determination of the MB content. After that, the samples were thawed and MB was measured as mg myoglobin/g muscle as described in Fernández‐Barroso et al. (2020a) following Horsney (1956) with modifications from Alberti et al. (2005). The MB mean was 1.77 mg/g (SD = 0.31).

The following mixed model was used to estimate the breeding values (EBVs) for MB content:

y=Xb+Za+Wsm+e

where **y** is the vector of MB values corresponding to each animal; **b** represents the vectors of systematic effects, in which the percentage of intramuscular fat percentage (IMF), the slaughter age and the average weight of the two loins for each individual were fitted as covariates; **a** is the vector of the additive genetic effects (EBVs) distributed as *N* (0, ${A\sigma }_{u}^{2}$), where ***A*** is the numerator of the kinship matrix that allows for the adjustment of the data taking into account the pedigree information; **sm** is the vector of the environmental random effects caused by the combined fattening‐slaughter batches (24 levels), and **e** is the vector including the residual effects. **X**, **Z**, and **W** are the incidence matrices. EBVs were estimated using the pest 4.1 (Groeneveld et al., 1999) and vce‐6 programs (Groeneveld et al., 2010).

A total of 12 pigs with the most extreme EBVs for MB were selected, six per each group, avoiding full siblings. The most extreme EBVs animals belonged to the same season, therefore, some possible environmental effects associated with the annual environmental differences were reduced. The mean phenotypic values of MB content were 2.48 g/kg (SD = 0.07) for the six individuals that showed the highest EBVs (High MB group) and 1.39 g/kg (SD = 0.15) for the six with the lowest EBVs (Low MB group); the corresponding EBVs averages were 0.18 (SD = 0.02) and −0.20 (SD = 0.04) respectively.

### Transcriptomic analyses

#### RNA extraction, library preparation, and sequencing

The loin samples collected after slaughter were introduced in cryogenic tubes, frozen in liquid nitrogen and stored at −80°C until analysis. The RiboPure™ High‐Quality RNA Purification kit (Ambion) was used to extract total RNA, following the manufacturer's recommendations. NanoDrop equipment (NanoDrop Technologies) was used to quantify the RNA and Agilent 2100 Bioanalyzer device (Agilent Technologies) was used to measure RNA integrity (RNA integrity number). The values obtained for all the samples were higher than 8.

NEBNext^®^ Ultra™ RNA Library Prep Kit (Illumina) was used to build the paired end libraries for each sample. Novaseq 6000 sequence analyzer (Illumina Inc) to carry out multiplex sequencing of the libraries, with four samples per lane at Novogene (Novogene UK Company Limited), according to the manufacturer's instructions. Pair end reads of 150 bp were generated. The raw sequence data of the 12 animals has been deposited in the Gene Expression Omnibus database with the accession number: GSE178915.

#### Bioinformatics analyses

Quality of raw sequencing data was assessed with FastQC (Babraham Bioinformatics, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Quality was measured according to sequence read lengths and base‐coverage, nucleotide contributions and base ambiguities, quality scores, and over‐represented sequences. All the samples passed the quality control parameters: same length, 100% coverage in all bases, 25% of A, T, G, and C nucleotide contributions, 50% GC on base content and <0.1% of overrepresented sequences. TrimGalore (Babraham Bioinformatics, http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) was used to trim the raw sequences through removing the sequencing adaptor and poly A and T tails, setting default values (6 bp stringency) and keeping paired‐end reads when both pairs were longer than 40 bp. hisat2 (Kim et al., 2019) was used to map the filtered reads against the pig reference genome (sscrofa11.1). After that, htseq‐counts software (Anders et al., 2015) was employed to obtain raw counts for the genes and transcripts and to construct the read counts matrix. Then, differential expression analyses were carried out using the deseq2 package (Love et al., 2014) in r environment (Team, 2015). Genes and transcripts were considered as differentially expressed (DEGs) when the log_2_ fold change (log_2_ FC) of the expression differences between the High MB and Low MB groups were lower than −0.58 and higher than 0.58 and with a *p*‐value <0.05. The false discovery rate was adjusted keeping those DEGs with a *q*‐value <0.10. In addition, unsupervised hierarchical clustering analyses with the whole expression profile and considering just the DEG expression profile per each individual sample were carried out.

#### Gene functional classification, network, and pathway analyses

The functionality of the DEGs was analyzed using gene ontology (GO) information. The biological interpretation of the data was performed using FatiGO browser from babelomics 5 (Babelomics 5, http://babelomics.bioinfo.cipf.es/). string tools v11.0 (Szklarczyk et al., 2017) was used to study the potential interactions between the proteins codified by the DEGs and clustering through the Markov Cluster Algorithm.

The bioinformatic tool, Ingenuity Pathway Analysis (IPA, Ingenuity Systems) was used to identify and characterize biological functions, gene networks, canonical pathways, and transcription regulatory factors affected by the DEGs. This software assesses the significant association between the data set of DEGs and canonical pathways. In addition, the biological relationships between genes are represented with networks graphs, which were built with the set of genes using the records harbored in the Ingenuity Pathways Knowledge Base. Potential regulators of differential gene expression were also identified using the tools ‘upstream regulators’ and ‘causal networks’. These tools analyze whether the potential transcriptional factors and upstream regulators contained in the Ingenuity Knowledge Base repository activate or inhibit the differential gene expression pattern through estimating a z‐score. The z‐score statistically measures the significance between the regulator and its potential targets as well as the direction among them (Krämer et al., 2014).

### RNA‐seq results validation by qPCR

To perform the technical validation of the RNA‐seq experiment, we used RNA samples from the same 12 pigs analyzed in the RNA‐seq study. We carried out the validation by measuring the expression of 11 genes with qPCR; seven genes differentially expressed between the High and Low group (*CD209*, *HBA1*, *PLA2G10*, *ZSCAN31*, *EFEMP1*, *LGALS3*, and *MX2*) and four of them not differentially expressed (*ATP6*, *DGAT2*, *ELOVL5*, and *SCD*).

Firstly, first‐strand cDNA synthesis was carried out using Superscript II (Invitrogen, Life Technologies) and random hexamers, in a total volume of 20 µl using 1 µg of total RNA, according to the manufacturer's instructions. Primer pairs used for quantification were designed using Primer‐Blast (NCBI, https://www.ncbi.nlm.nih.gov/tools/primer‐blast/) from the available GENBANK and/or Ensembl sequences, covering different exons to assure the amplification of the cDNA. These primer sequences and amplicon lengths is shown in Table S1. Next, a standard PCR on cDNA was performed for each primer to verify amplicon sizes. Then, the quantification was carried out with SYBR Green Mix (Roche) in a lightcycler480 (Roche) and data analysis was performed with lightcycler480 SW1.5 software (Roche). Three technical replicates were run per each sample and dissociation curves were obtained to confirm the specific amplification of each gene. Four cDNA dilutions were carried out to build a standard curve and estimate the PCR efficiency. Statistical analysis was performed using the mean crossing point values (*C*_p_), which is the PCR cycle number when the sample's reaction curve cuts the threshold line. The stability of the endogenous genes *ACTB* and *B2M* was calculated with genorm (Vandesompele et al., 2002). The relative quantities of DEGs were divided by the geometric means of the two reference genes (as a normalization factor). The statistical differences between qPCR mean values of High and Low groups were analyzed by means of Student's *t*‐test. For the technical validation, we calculated the Pearson correlation between the expression values from RNA‐seq and from qPCR, also the concordance correlation coefficient (CCC) between the fold change values from the two techniques was estimated.

In addition, a primer pair was designed to measure the expression of the *MB* gene using the sequence deposited in the Genbank database with the accession number NM_214236.1 (Table S1). Statistical differences between the mean expression values of High and Low groups were also analyzed using Student's *t*‐test.

## RESULTS

### Characterization of LD transcriptome and differential expression analyses

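Longissimus dorsi RNA of 12 Iberian pigs, 6 of the High MB group and 6 of the Low MB group, was sequenced with 1 library per pig, and the authors deposited for each pig the raw counts that htseq-count assigned to each gene and to each transcript. No normalization had been applied to these counts. The muscle of the pigs held 2.48 ± 0.0657 mg/g of myoglobin (SD, n = 6, from 2.376 to 2.559) in the High MB group and 1.39 ± 0.147 mg/g (SD, n = 6, from 1.226 to 1.58) in the Low MB group. The estimated breeding value for myoglobin was 0.184 ± 0.0194 (SD, n = 6) in the High MB group and -0.2005 ± 0.0390 (SD, n = 6) in the Low MB group. The counts summed over genes were between 39046362 and 91318334 per pig in the High MB group, with a median of 39937956, and between 38914271 and 73324443 in the Low MB group, with a median of 50954654. The counts summed over transcripts were between 14355251 and 29691806 (median 14795362) in the High MB group and between 12899125 and 26011658 (median 17644692.5) in the Low MB group. The libraries fell into a pair of depth classes, as do the total reads of Table S2: 5 deep libraries with at least 59227608 gene counts (High MB pigs 4 and 6 and Low MB pigs 1, 5 and 6) and 7 standard libraries with at most 40001432. Both groups had pigs in both classes, and differences between the groups were therefore also computed within each class. Between each of the 15 pairs of pigs of the High MB group, the gene counts differed by 65.3 to 727 times the sampling noise (chi-square per degree of freedom), and between each of the 15 pairs of the Low MB group by 66.0 to 559 times. Between each of the 36 pairs of a High MB and a Low MB pig they differed by 41.1 to 738 times, so no library repeated another. Differential expression was tested with edgeR's quasi-likelihood test on counts normalized by the TMM method, for the 13373 genes and 9859 transcripts that edgeR's filterByExpr kept. A feature was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.10 and an absolute log2 fold change over 0.58, the limits the paper sets, and a positive log2 fold change means a higher expression in the High MB group. Expression values are CPM, the counts of a feature scaled by library size and TMM factor, and log2 CPM was taken with a prior count of 2. A log2 fold change within a depth class is the difference between the group means of log2 CPM in that class. Over all pigs, or with a pig left out, it comes from edgeR's fit. The value over all pigs therefore need not lie between those of the classes. Single features were also compared with an exact two-sided permutation test of log2 CPM, for which 6 pigs against 6 can give no p-value under 0.00216.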

The LD transcriptome of the 12 selected pigs was characterized through RNA‐seq technique. We obtained a total of 1498 million raw paired end reads. After the trimming and filtering processes, 1497 million reads remained. 

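Of the reads that aligned to a single place, between 47.0% and 48.2% per pig were assigned to a gene, between 50.9% and 52.0% were given no gene by htseq-count, and between 0.802% and 1.13% overlapped more than 1 gene and were left uncounted. The share assigned to a gene was 47.4% ± 0.188 (SD, n = 6) in the High MB group and 47.5% ± 0.418 (SD, n = 6) in the Low MB group, a difference smaller than the spread between pigs. In the counts by transcript, the share assigned fell to 16.9% ± 0.899 (SD, n = 6) in the High MB group and 16.3% ± 0.524 (SD, n = 6) in the Low MB group, with between 30.4% and 33.0% of these reads overlapping more than 1 transcript and left uncounted. The paper's own share of reads with more than 1 alignment, in Table S2, was between 4.01% and 6.18%, and such reads were not counted on any gene.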

All samples passed the quality control and 91.80%–94.07% of the reads were mapped to the porcine reference genome (sscrofa11.1; Table S2).

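The deposited tables listed 25880 genes and 49448 transcripts. At least 1 count in at least 1 pig was found for 19220 genes and 23608 transcripts, and at least 1 count in each of the 12 pigs for 13761 genes and 10966 transcripts. With at least 10 counts summed over the 12 pigs, 16745 genes and 17127 transcripts remained. At least 10 counts in every pig were found for 12115 genes and 7917 transcripts.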

A total of 16,746 out of 22,452 genes annotated in the reference genome were detected as expressed in our samples and a total of 17,226 transcripts were expressed. In addition to the genes complying the established filters (|log_2_ FC| > 0.58 and *q* < 0.10), the transcripts fulfilling these filters and belonged to genes not included in the previous dataset were considered as DEGs. The volcano plot (Figure 1a,b) graphically represents the expressed genes and transcripts identified as differentially expressed. 

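Between the High and Low MB groups, edgeR called 0 of the genes tested, with a smallest adjusted p-value of 0.563, and 0 of the transcripts tested, with a smallest adjusted p-value of 0.689. At an unadjusted p-value under 0.05, edgeR gave 1132 genes, of which 713 were higher and 419 lower in the High MB group, and 671 transcripts, of which 68.7% were higher. With p-values spread evenly between 0 and 1, 669 genes and 493 transcripts would fall under 0.05. With the depth class of the library as a covariate, 0 genes were called and 1338 had an unadjusted p-value under 0.05. The counts moved most with DESeq2's Wald test on the features with at least 10 counts in total, a setting chosen after the values had been seen, which called 32 genes and 16 transcripts. DESeq2 with its defaults on all features called 29 genes (27 higher, 2 lower) and 13 transcripts (13 higher, 0 lower).
The 57 features of Table S3 were linked to 50 genes and 7 transcripts of the deposited tables through the group means that DESeq2 gave for each feature. DESeq2 with its defaults called 28 of the 57. The log2 fold change had the sign of Table S3 in 57 of the 57 features, which the linking by group means by itself makes likely. Of these features, 51 passed edgeR's filter on low counts, with unadjusted p-values between 0.000155 and 0.00744 and absolute log2 fold changes over 0.58. None of the 51 had an adjusted p-value under 0.10 over all features tested. Adjusted over the list alone, 51 of 51 did, which shows no stability because the list was drawn from the same counts.

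**Figure D1:**
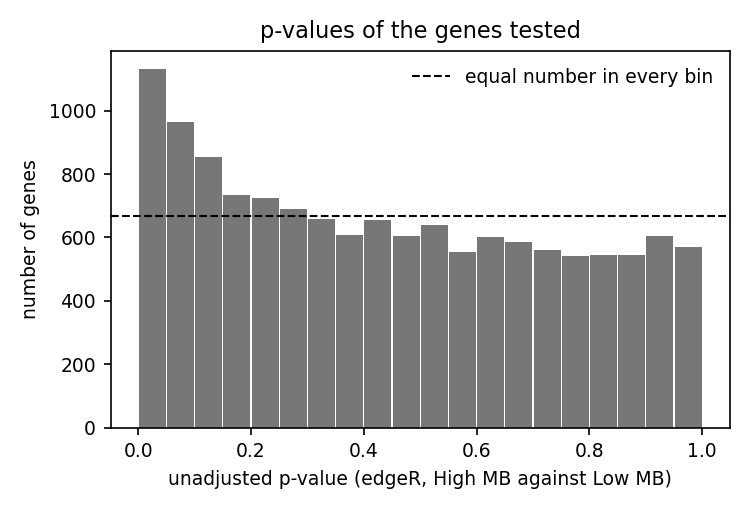
Number of genes (vertical axis) by unadjusted p-value of edgeR's test of High MB against Low MB pigs (horizontal axis) in bins of equal width. The first bin holds 1132 of the 13373 genes, above the dashed line at the number that equal bins would hold.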

Finally, 57 DEGs were identified in the High and Low MB groups, 53 DEGs were upregulated in the High group (log_2_ FC ≥ 0.58) while four were upregulated in the Low group (log_2_ FC ≤ −0.58; Table S3). 

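When the 12 pigs were clustered on log2 CPM of all the genes tested (Euclidean distance, complete linkage) and the tree was cut into a pair of branches, 6 of the 12 pigs lay with their own group. The smaller branch held High MB pig 2 and Low MB pig 4. The same branches were found with 1 minus the Pearson correlation and average linkage, with Ward linkage, and on the 500 most variable genes. As edgeR called no genes, the genes of Table S3 were used next. On these genes, all 12 pigs lay with their own group with complete and with Ward linkage, and 8 did with 1 minus the Pearson correlation. These genes had been chosen by the same grouping of the same pigs. When each pig was left out in turn, 57 genes of lowest p-value were chosen from the other pigs and all were then clustered on them, 5 of the 12 left-out pigs lay in the branch of their own group, 2 of the High MB group and 3 of the Low MB group.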

The unsupervised hierarchical clustering using the expression profile of all the genes was not being able of separating samples in the two analyzed groups (Figure S1a); however, when the expression profile of DEGs was taken into account, this analysis did properly split the samples in the High and Low MB groups (Figure S1b).

**FIGURE 1:**
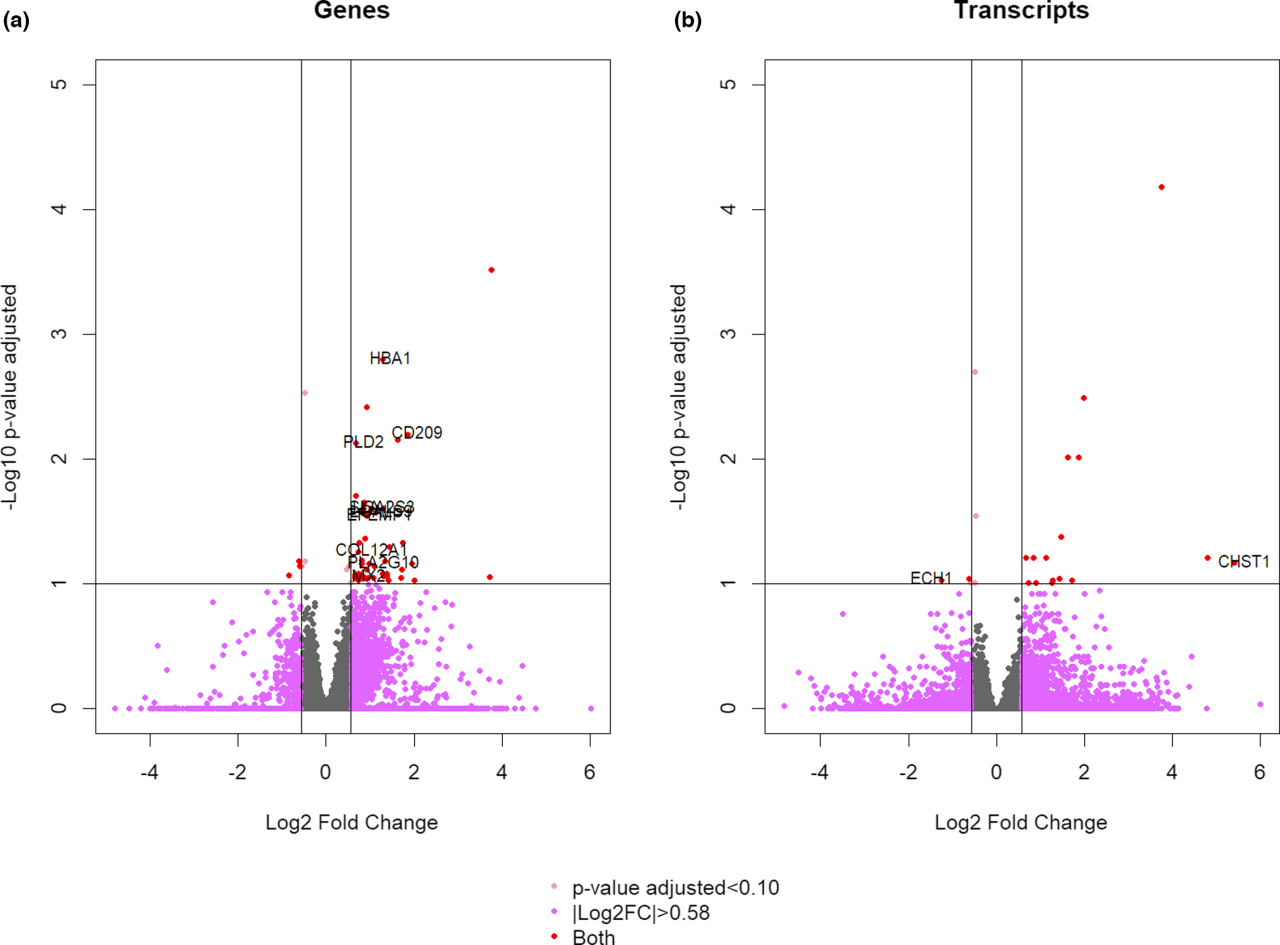
Volcano plot of differentially expressed genes (DEGs) and transcripts of High myoglobin group vs. Low myoglobin group. Red dots indicate DEGs with *q*‐value <0.10 and |Log_2_ fold change| > 0.58. Grey dots are non‐significant genes

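The features with the largest changes in both directions, CHST1 and ECH1, were found in the deposited transcript counts. The listed CHST1 transcript (ENSSSCT00000014497) had between 0 and 19 counts in the High MB pigs, with counts in 5 of the 6, and 0 counts in each of the 6 Low MB pigs, and edgeR's filter on low counts removed it. At 0.447 ± 0.402 CPM (SD, n = 6) in the High MB group, and with the Low MB group set to the smallest amount the depth could show (3 counts, on average 0.175 CPM), it was at least 2.55-fold higher (exact permutation test of log2 CPM, p = 0.0152). In 3 of the 6 High MB pigs it was also at or under 3 counts. Without the filter on low counts its adjusted p-value was 0.341 from edgeR and with DESeq2's defaults 0.0387. The listed ECH1 transcript (ENSSSCT00000045996) had 1.60 ± 0.472 CPM (SD, n = 6) in the High MB group and 3.81 ± 1.74 CPM (SD, n = 6) in the Low MB group. Its log2 fold change was -1.24 (standard error 0.32), and it was -0.68 in the deep and -1.48 in the standard libraries. With each pig left out in turn it stayed between -1.37 and -0.99. The Low MB pigs were higher by the exact permutation test (p = 0.00433), although this result rests on between 16 and 98 counts per pig. Among the features without a symbol, the gene ENSSSCG00000001458 had between 9 and 100 counts in the High MB pigs and between 0 and 12 in the Low MB pigs, and its log2 fold change without the filter was 3.69 (standard error 0.70), with 0.76 in the deep and 4.60 in the standard libraries. The transcript ENSSSCT00000033999 had the same count as this gene in 12 of the 12 pigs.

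**Figure D2:**
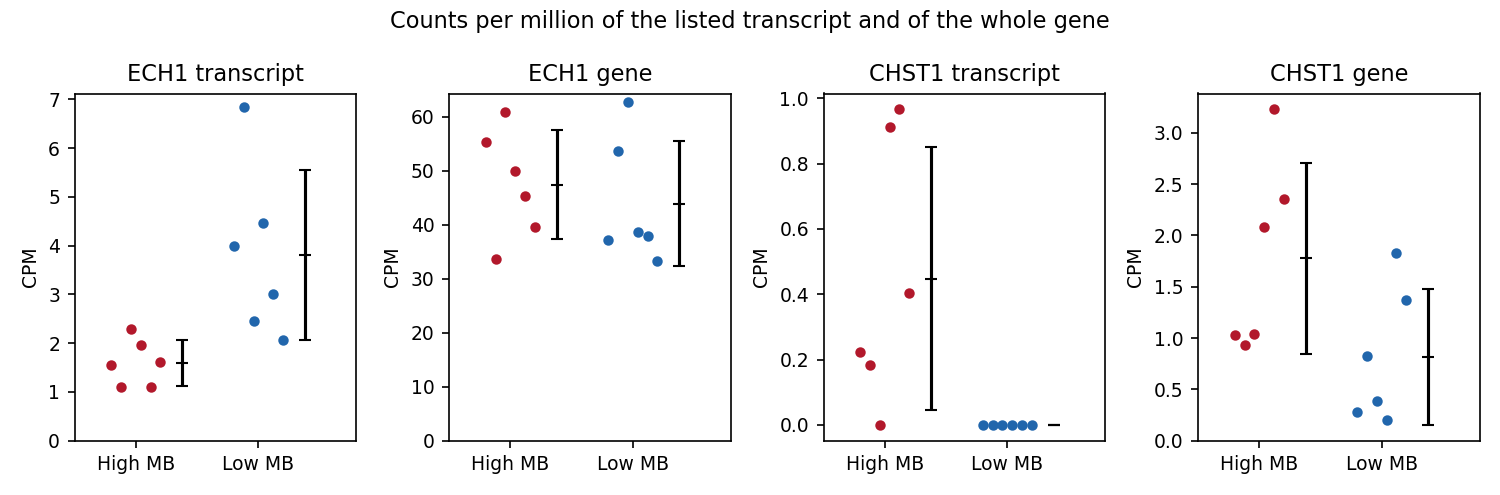
CPM (vertical axes) of the listed transcript and of the whole gene of ECH1 and CHST1, with 1 point per pig (red, High MB; blue, Low MB) and the group mean ± SD beside the points. The CHST1 transcript is at 0 in the 6 Low MB pigs, and the ranges of the groups overlap for the ECH1 gene.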

Regarding the expression values, log_2_ FC ranged from −1.26 to 5.42, being the genes with the highest expression differences between the divergent groups *carbohydrate sulfotransferase 1 (CHST1*, log_2_ FC = 5.42, *p* = 2.16 × 10^−5^, upregulated in the High group) and *enoyl*‐*CoA hydratase 1 (ECH1*, log_2_ FC = −1.26, *p* = 1.33 × 10^−4^, upregulated in the Low group; Table S3). Table 1 shows a list of DEGs chosen for their key functions, which would be associated with the biological pathways of the MB content.

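For the 13 features of Table 1, the log2 fold change had the same sign within the deep libraries (2 High MB and 3 Low MB pigs) as within the standard libraries (4 High MB and 3 Low MB pigs). Its size was over 0.58 for 8 of the 13 within the deep libraries and for 12 within the standard libraries. The 11 genes other than the ECH1 and CHST1 transcripts had log2 fold changes between 0.67 and 1.86, with unadjusted p-values between 0.000166 and 0.00402 from edgeR's test. The exact permutation test gave p-values of at most 0.0325 for each of the 13 features, and for 4 of them, where every High MB pig was above every Low MB pig, the smallest p-value the design allows. The paper had chosen these features by the same grouping of the same pigs. Low p-values, parted groups and equal signs in both classes were therefore likely beforehand and are no independent support. The same holds for the other features of Table S3 named in the text. Of the 13, DESeq2 with its defaults called 9, with adjusted p-values from 0.00235 to 0.13 over the 13, and edgeR called none.

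**Figure D3:**
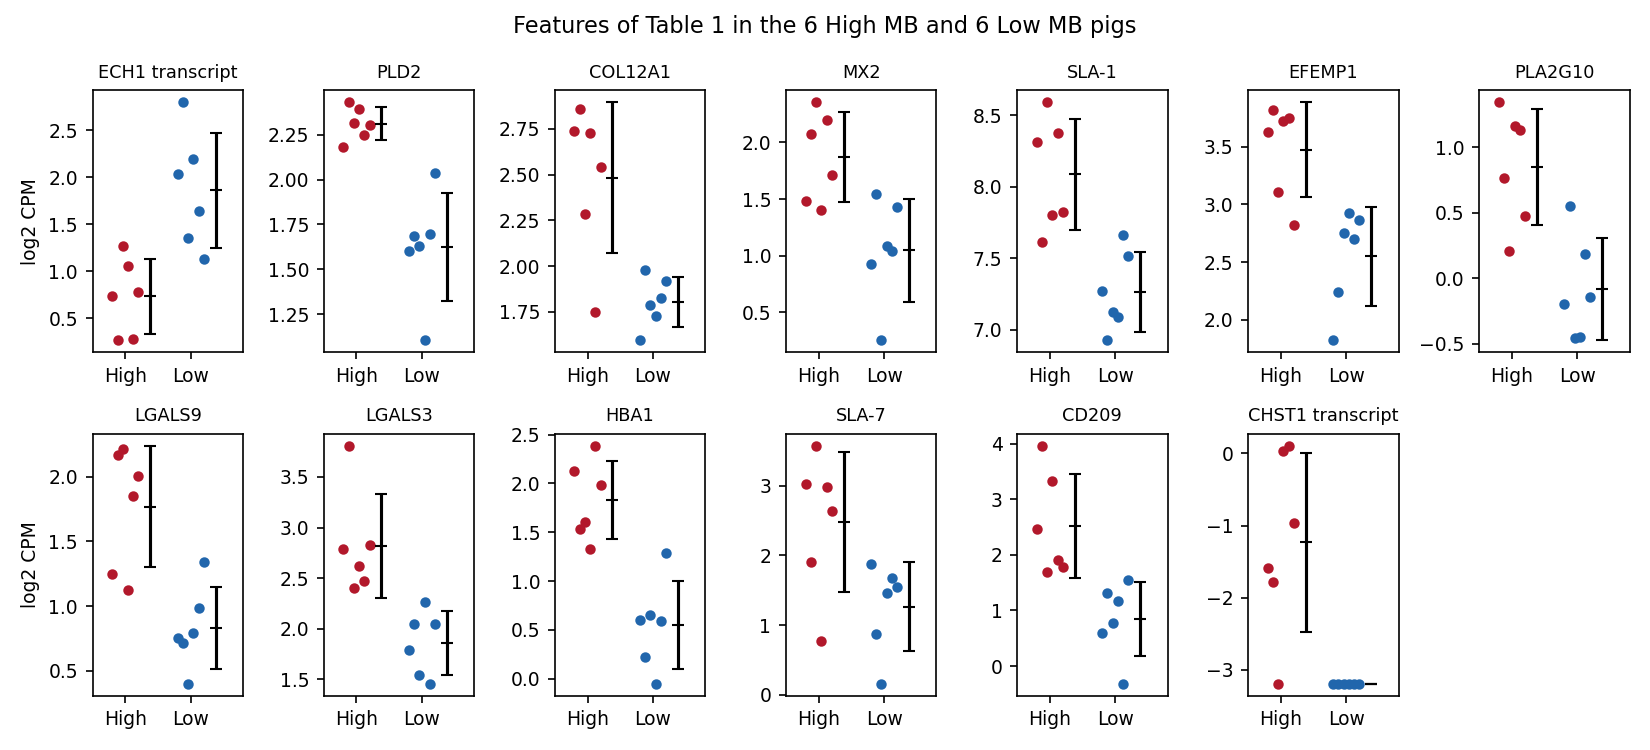
Log2 CPM (vertical axes, a separate scale for each feature) of the 13 features of Table 1 in the 6 High MB pigs (red) and the 6 Low MB pigs (blue), with the group mean ± SD beside the points. All 6 High MB pigs are above all 6 Low MB pigs for HBA1, PLD2, LGALS3 and CD209.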

**TABLE 1:** Log_2_ fold change, basemean expression value in the High and Low myoglobin groups, *p*‐value, and *q*‐value, corresponding to the most relevant differentially expressed genes (DEGs)

Gene	Log_2_ FC	High	Low	*p*‐Value	*q*‐Value
*ECH1*	−1.23	27.56	65.85	1.33 × 10^−04^	0.093
*PLD2*	0.68	247.10	154.71	9.13 × 10^−06^	0.007
*COL12A1*	0.73	286.49	172.22	8.69 × 10^−05^	0.055
*MX2*	0.82	185.83	104.97	6.74 × 10^−04^	0.089
*SLA‐1*	0.85	14003.78	7759.99	1.00 × 10^−05^	0.025
*EFEMP1*	0.93	570.37	299.29	4.36 × 10^−05^	0.029
*PLA2G10*	0.97	91.26	46.57	3.15 × 10^−04^	0.069
*LGALS9*	0.98	175.16	88.68	3.82 × 10^−05^	0.027
*LGALS3*	1.03	371.36	181.74	3.22 × 10^−05^	0.025
*HBA1*	1.29	181.23	73.37	4.97 × 10^−07^	0.002
*SLA‐7*	1.37	327.64	126.65	3.47 × 10^−04^	0.085
*CD209*	1.86	342.77	94.59	3.44 × 10^−06^	0.006
*CHST1*	5.42	7.74	0.181	2.16 × 10^−05^	0.068

Note

High and Low: basemean expression value calculated from the coefficients (*β*_0_ and *β*_1_) estimated by the generalized linear model fit in DESeq2 (Love et al., 2014).

### Gene functional analyses

FatiGO was employed to perform GO enrichment analyses, which recognized 24 GO biological processes (GO_BP_) and one GO_SLIM_ (cut‐down versions of the GO ontologies containing a subset of the terms in GO) enriched in DEGs (Table 2). There was an enrichment of DEGs in the processes involved in the metabolism of prostaglandins. 

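Phospholipase A2 group X (PLA2G10, ENSSSCG00000040569) and the purinergic receptor P2RX7 (ENSSSCG00000009817) carry the terms on prostaglandins in Table 2. The expression of PLA2G10 was 1.83 ± 0.538 CPM (SD, n = 6) in the High MB group and 0.936 ± 0.282 CPM (SD, n = 6) in the Low MB group, from 27 to 132 counts per pig. PLA2G10 had a log2 fold change of 0.96 (standard error 0.27), 0.87 in the deep and 0.98 in the standard libraries, and the groups overlapped, with 4 of the 6 High MB pigs above all Low MB pigs (exact permutation test, p = 0.00866). P2RX7 lies on chromosome 14 of Sscrofa11.1 from 31415188 to 31476502. It had 2.86 ± 0.269 CPM (SD, n = 6) in the High MB group and 1.81 ± 0.480 CPM (SD, n = 6) in the Low MB group, a log2 fold change of 0.66 that fell to 0.58 when Low MB pig 1 was left out. Within the deep libraries the log2 fold change of P2RX7 was 0.59 and within the standard libraries 0.77. Neither gene was called by DESeq2 with its defaults, with adjusted p-values of 0.112 for PLA2G10 and 0.138 for P2RX7.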

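The genes that Table 2 lists under terms other than those on prostaglandins included SLC16A7, PRCP, SCIN and MGP, which were all higher in the High MB group. None of these was called by DESeq2 with its defaults. The adjusted p-values from DESeq2 were 0.123 for SLC16A7, 0.12 for PRCP, 0.106 for SCIN and 0.12 for MGP. SLC16A7 (ENSSSCG00000000456), a monocarboxylate transporter, had 1.93 ± 1.54 CPM (SD, n = 6) in the High MB group and 0.738 ± 0.198 CPM (SD, n = 6) in the Low MB group. Its log2 fold change of 1.38 (standard error 0.41) was 1.09 in the deep and 1.19 in the standard libraries, and it fell to 0.86 when High MB pig 2 was left out. PRCP (ENSSSCG00000014899) had a log2 fold change of 0.72 (standard error 0.20), with 0.83 in the deep and 0.72 in the standard libraries. SCIN (ENSSSCG00000015353) was counted between 4 and 87 times per pig, and its log2 fold change was 1.70 (standard error 0.46), 1.25 within the deep libraries and 1.87 within the standard libraries. MGP was listed as the transcript ENSSSCT00000042794, with 116 ± 35.8 CPM (SD, n = 6) in the High MB group and 61.2 ± 16.4 CPM (SD, n = 6) in the Low MB group, and its log2 fold change was 0.92 (1.10 in the deep and 0.79 in the standard libraries). The groups overlapped for PRCP, with 4 of the 6 High MB pigs above all Low MB pigs (exact permutation test, p = 0.0108). They also overlapped for MGP, with 5 of the 6 High MB pigs above all Low MB pigs (p = 0.00433 from the same exact test).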

Functional enrichment analyses also showed biological processes involved in the metabolism of eicosanoids, oxidation status, fatty acid transport, reactive oxygen species metabolism, T Cell proliferation, cytoskeleton organization and connective tissue.

**TABLE 2:** List of significantly overrepresented gene ontology (GO) terms related to myoglobin content on differentially expressed genes (DEGs) using FatiGO

Term	Genes	Adjusted *p*‐value
GO_BP_		
Prostaglandin secretion (GO:0032310)	*P2RX7*, *PLA2G10*	0.026
Positive regulation of icosanoid secretion (GO:0032305)	*P2RX7*, *PLA2G10*	0.026
Regulation of prostaglandin secretion (GO:0032306)	*P2RX7*, *PLA2G10*	0.026
Positive regulation of prostaglandin secretion (GO:0032308)	*P2RX7*, *PLA2G10*	0.026
Mitochondrial depolarization (GO:0051882)	*P2RX7*, *IFI6*	0.026
Regulation of mitochondrial depolarization (GO:0051900)	*P2RX7*, *IFI6*	0.026
Prostaglandin transport (GO:0015732)	*P2RX7*, *PLA2G10*	0.026
Positive regulation of fatty acid transport (GO:2000193)	*P2RX7*, *PLA2G10*	0.028
Regulation of icosanoid secretion (GO:0032303)	*P2RX7*, *PLA2G10*	0.034
Monocarboxylic acid transport (GO:0015718)	*P2RX7*, *PLA2G10*, *SLC16A7*	0.037
Positive regulation of organic acid transport (GO:0032892)	*P2RX7*, *PLA2G10*	0.037
Regulation of fatty acid transport (GO:2000191)	*P2RX7*, *PLA2G10*	0.040
Reactive oxygen species metabolic process (GO:0072593)	*P2RX7*, *PRCP*, *HBA1*	0.040
T cell proliferation (GO:0042098)	*P2RX7*, *CD209*, *LGALS3*	0.040
Cartilage development (GO:0051216)	*EFEMP1*, *SCIN*, *MGP*	0.040
Cortical actin cytoskeleton organization (GO:0030866)	*EPB41L3*, *EPB41L1*	0.040
Positive regulation of ion transport (GO:0043270)	*P2RX7*, *PLA2G10*, *LGALS3*	0.040
Positive regulation of cytoskeleton organization (GO:0051495)	*P2RX7*, *SCIN*, *FES*	0.040
Cortical cytoskeleton organization (GO:0030865)	*EPB41L3*, *EPB41L1*	0.043
Icosanoid secretion (GO:0032309)	*P2RX7*, *PLA2G10*	0.047
Icosanoid transport (GO:0071715)	*P2RX7*, *PLA2G10*	0.047
Fatty acid derivative transport (GO:1901571)	*P2RX7*, *PLA2G10*	0.047
Connective tissue development (GO:0061448)	*EFEMP1*, *SCIN*, *MGP*	0.047
Phosphatidylglycerol metabolic process (GO:0046471)	*PLA2G10*, *PLD2*	0.047
GO_slim_		
Proteinaceous extracellular matrix (GO:0005578)	*EFEMP1*, *MGP*, *FBLN1*	0.01

Figure 2 shows the results obtained from STRING, which identified networks of protein–protein interactions codified by annotated DEGs. We found four differentiated clusters comprising proteins codified by DEGs; these proteins are all upregulated in the High MB group. 

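The genes of the galectins and of the swine leukocyte antigens in this cluster were counted at different depths. LGALS9 (ENSSSCG00000017754, chromosome 12, from 44155079 to 44173634) had 3.51 ± 1.05 CPM (SD, n = 6) in the High MB group and 1.78 ± 0.411 CPM (SD, n = 6) in the Low MB group, a log2 fold change of 0.98 (standard error 0.23), with 0.54 in the deep and 1.23 in the standard libraries. LGALS3 (ENSSSCG00000005055, chromosome 1, from 184478639 to 184496155) had a log2 fold change of 1.03 (standard error 0.24), which was 0.96 in the deep and 0.91 in the standard libraries and 0.77 when High MB pig 2, the highest pig of its group, was left out. For SLA-1 (ENSSSCG00000001229), which Table S3 lists as SLA-2, between 4862 and 21033 reads were counted per pig. SLA-1 lies among related SLA genes on chromosome 7, and reads that aligned to more than 1 place were not counted. Its expression was 280.2 ± 75.4 CPM (SD, n = 6) in the High MB group and 156 ± 30.8 CPM (SD, n = 6) in the Low MB group, and its log2 fold change was 0.84 (standard error 0.18), with 0.33 within the deep and 1.18 within the standard libraries. SLA-7 (ENSSSCG00000024161) had a log2 fold change of 1.36 (standard error 0.39), but it was 0.00 within the deep libraries and 2.04 within the standard libraries. The High and Low MB pigs overlapped for SLA-7, with 5 of the 6 High MB pigs above all Low MB pigs. SLA-7 was not called by DESeq2 with its defaults (adjusted p-value 0.109). LGALS9, LGALS3 and SLA-1 were, with adjusted p-values from DESeq2 of 0.0434, 0.0398 and 0.0211.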

Cluster 1 is constituted by LGALS9, ENSSSCG00000005055 (LGALS3), SLA‐1, and SLA‐7 involved in cellular and molecular recognition; moreover, LGALS3 is involved in immune metabolism GO_BP_ (Table 2). 

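The interferon-induced genes of this cluster, TRIM6, MX2, IFI44 and IFI44L, differed in how far the groups were apart. IFI44L (ENSSSCG00000027660) had 6.95 ± 1.13 CPM (SD, n = 6) in the High MB group and 3.70 ± 0.913 CPM (SD, n = 6) in the Low MB group, and DESeq2 gave an adjusted p-value of 0.00515. The log2 fold change of IFI44L was 0.91 (standard error 0.18), with 0.79 in the deep and 1.03 in the standard libraries. IFI44 (ENSSSCG00000003763) is the neighbouring gene on chromosome 6 and a related sequence, and its log2 fold change was 0.81 (standard error 0.24), with 0.40 in the deep and 1.26 in the standard libraries. MX2 (ENSSSCG00000012076, chromosome 13, from 204798633 to 204821612) had a log2 fold change of 0.82 (standard error 0.24), 0.43 in the deep and 1.07 in the standard libraries, and 4 of the 6 High MB pigs were above all Low MB pigs. The gene that Table S3 names TRIM6 (ENSSSCG00000014672), which the gene table lists as TRIM34, had 1.48 ± 0.669 CPM (SD, n = 6) in the High MB group and 0.473 ± 0.174 CPM (SD, n = 6) in the Low MB group. It had a log2 fold change of 1.62 (standard error 0.37), with 1.16 in the deep and 1.88 in the standard libraries, and DESeq2 gave an adjusted p-value of 0.016. IFI44 and MX2 were not called by DESeq2 with its defaults, with adjusted p-values of 0.123 and 0.13.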

Cluster 2 is constituted by TRIM6, MX2, IFI44, and IFI44L involved in defense against virus. 

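Both EPB41L1 (ENSSSCG00000007314, chromosome 17) and EPB41L3 (ENSSSCG00000003687, chromosome 6) were higher in the High MB group. EPB41L1 had 6.94 ± 1.79 CPM (SD, n = 6) against 4.21 ± 1.04 CPM (SD, n = 6) in the Low MB group, a log2 fold change of 0.72 (standard error 0.20) that was 0.36 within the deep libraries and 1.04 within the standard libraries. It fell to 0.56, under the limit of 0.58, when High MB pig 5 was left out. EPB41L3 had 2.15 ± 0.575 CPM (SD, n = 6) against 1.17 ± 0.212 CPM (SD, n = 6), a log2 fold change of 0.87 (standard error 0.23) that was 0.93 in the deep and 0.78 in the standard libraries. DESeq2 with its defaults called EPB41L3, with an adjusted p-value of 0.086, and not EPB41L1.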

Cluster 3 is constituted by EPB41L1 and EPB41L3, associated with actin binding and actomyosin and cytoskeleton structure organization. Lastly, cluster 4 is constituted by EFEMP1, MFAP2 and FBLN1, associated with cell function, cell adhesion, and degradation of the extracellular matrix.

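EFEMP1 (ENSSSCG00000008397, chromosome 3, from 85407677 to 85473251) had 11.4 ± 2.91 CPM (SD, n = 6) in the High MB group and 6.02 ± 1.60 CPM (SD, n = 6) in the Low MB group. The change of EFEMP1 on the log2 scale was 0.92 (standard error 0.22), 0.81 in the deep and 0.94 in the standard libraries (exact permutation test, p = 0.00649). FBLN1 (ENSSSCG00000000010, chromosome 5, from 3839498 to 3927178) had 17.9 ± 3.13 CPM (SD, n = 6) and 10.3 ± 2.85 CPM (SD, n = 6), and all 6 High MB pigs were above all 6 Low MB pigs. The log2 fold change of FBLN1 was 0.80 (standard error 0.20), with 1.06 in the deep and 0.69 in the standard libraries. MFAP2 (ENSSSCG00000003479, chromosome 6, from 75607515 to 75615680) had a log2 fold change of 0.95 (standard error 0.27), 1.37 in the deep and 0.61 in the standard libraries. For FBLN1 and MFAP2, Low MB pig 1 was far below the other Low MB pigs, and without it their log2 fold changes were 0.66 and 0.80. DESeq2 called EFEMP1 and FBLN1, with adjusted p-values of 0.0434 and 0.0774, but not MFAP2.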

**FIGURE 2:**
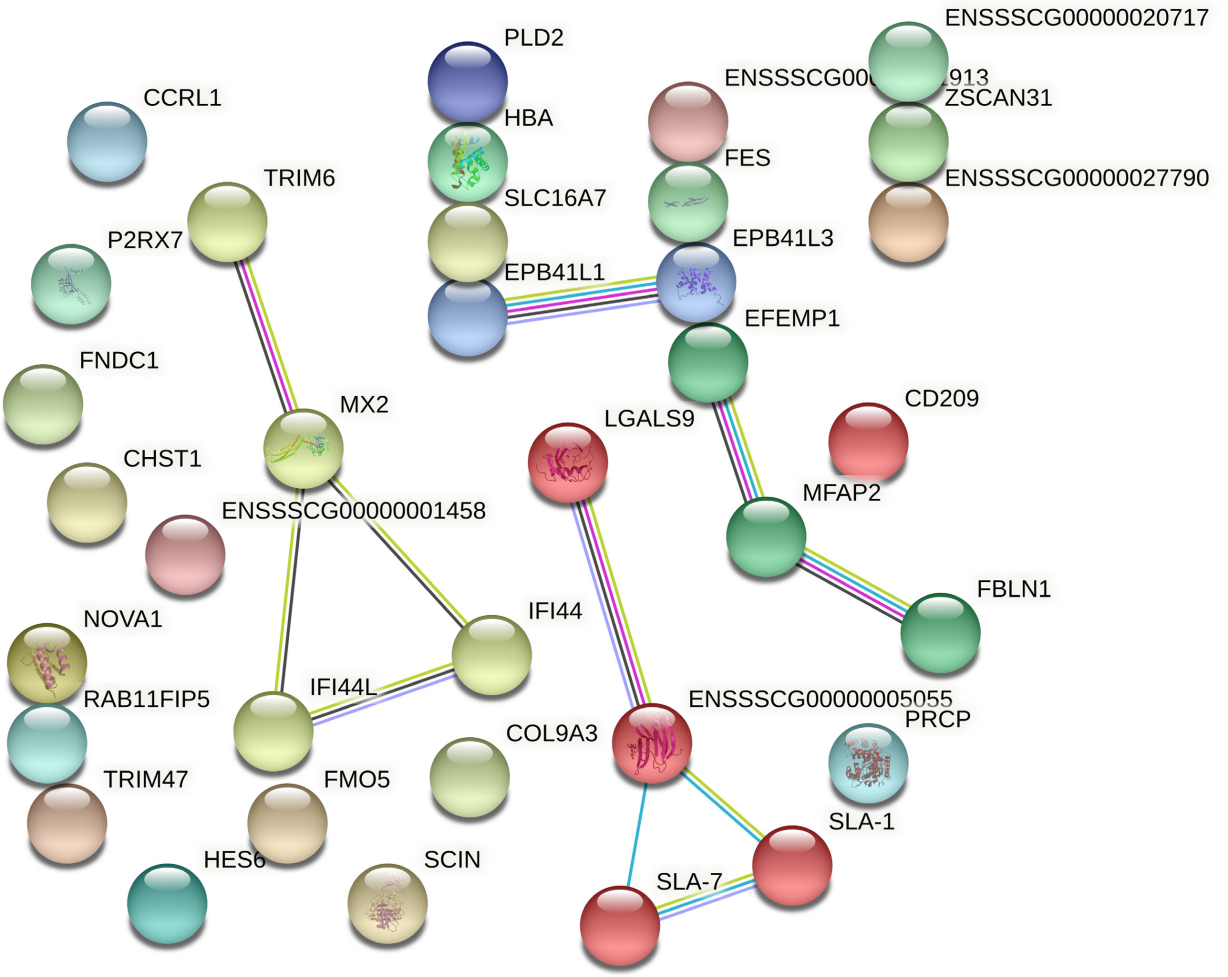
Network of protein‐protein interactions predicted with string database. Same color nodes sharing multiple edges are grouped in the same cluster

The additional functional analysis performed with IPA software revealed four networks enriched in DEGs (Table 3). IPA assigns a network score in concordance to the size of the network and the number of target genes involved. This score is estimated as the negative logarithm of the *p*‐value calculated by Fisher's exact test. The most relevant function represented in network 1 was *immunological disease* (Figure 3), in network 2 *lipid metabolism* (Figure 4), in network 3 *hematological system* (Figure S2) and in network 4 *lipid metabolism* (Figure S3).

**TABLE 3:** Relevant enriched networks and functions related to myoglobin content identified in the set of differentially expressed genes between the High and Low groups identified by IPA software

ID	Molecules in network	Score	Focus molecules	Functions
1	**ACKR2, CD209**, chemokine, **COL12A1**, collagen(s), **EFEMP1**, elastase, ERK1/2, **FBLN1, FES**, **HBA1/HBA2**, hemoglobin, HES6, **IFI44, IFI44L, IFI6**, IFN β, Ige, IgG, immunoglobulin, interferon α, JAK, **LGALS3, LGALS9, MGP, MX2, P2RX7, PLA2G10, PLD2, PRCP**, pro‐inflammatory cytokine, **RAB11FIP5, SLC16A7**, TCR, TGF β	54	21	Dermatological diseases and conditions, immunological disease, organismal injury and abnormalities
2	**BASP1, β‐estradiol, BICD1, CCDC191, CEACAM5, CHST1**, chymotrypsin, CYLD, D‐glucose, DDIT3, **DEPDC1B, ECH1**, EGFR, ESR1, ESR2, **FAM160A1, FMO5**, FNDC1, G protein βγ, GIPC1, **GTPBP6**, HRAS, IL1B, **MFAP2**, NAB1, NOTCH1, ONECUT2, PLEK2, PRSS35, PTPN11, **SH3BGRL3**, SRC, sulfotransferase, TBK1, TRIM47, **VSTM1**, **ZSCAN31**	35	15	Cell cycle, gene expression, lipid metabolism
3	**ACKR4**, actin, ADGRG3, Akt, anti‐inflammatory cytokine, C1GALT1C1, caspase, CCL27, Cyb5r3, cysteinyl‐leukotriene, **EPB41L1, EPB41L3**, ERK, estrogen receptor, Histone h3, HTR1B, ICAM2, ICAM3, JAM2, lewis Y, mannan, mannose, **MAPK1**, NFκB (complex), NLRC4, NOVA1, NRG3, P38 MAPK, Pak, **RPRM, SCIN**, SPINK7, STMN4, **TRIM34**, Vegf	14	7	Cell‐to‐cell signaling and interaction, hematological system development and function, immune cell trafficking
4	ANGPTL3, ANGPTL4, ANGPTL8, APOA5, **GPIHBP1**, immunoglobulin, LPL, oleic acid	2	1	Cardiovascular disease, lipid metabolism, small molecule biochemistry

**FIGURE 3:**
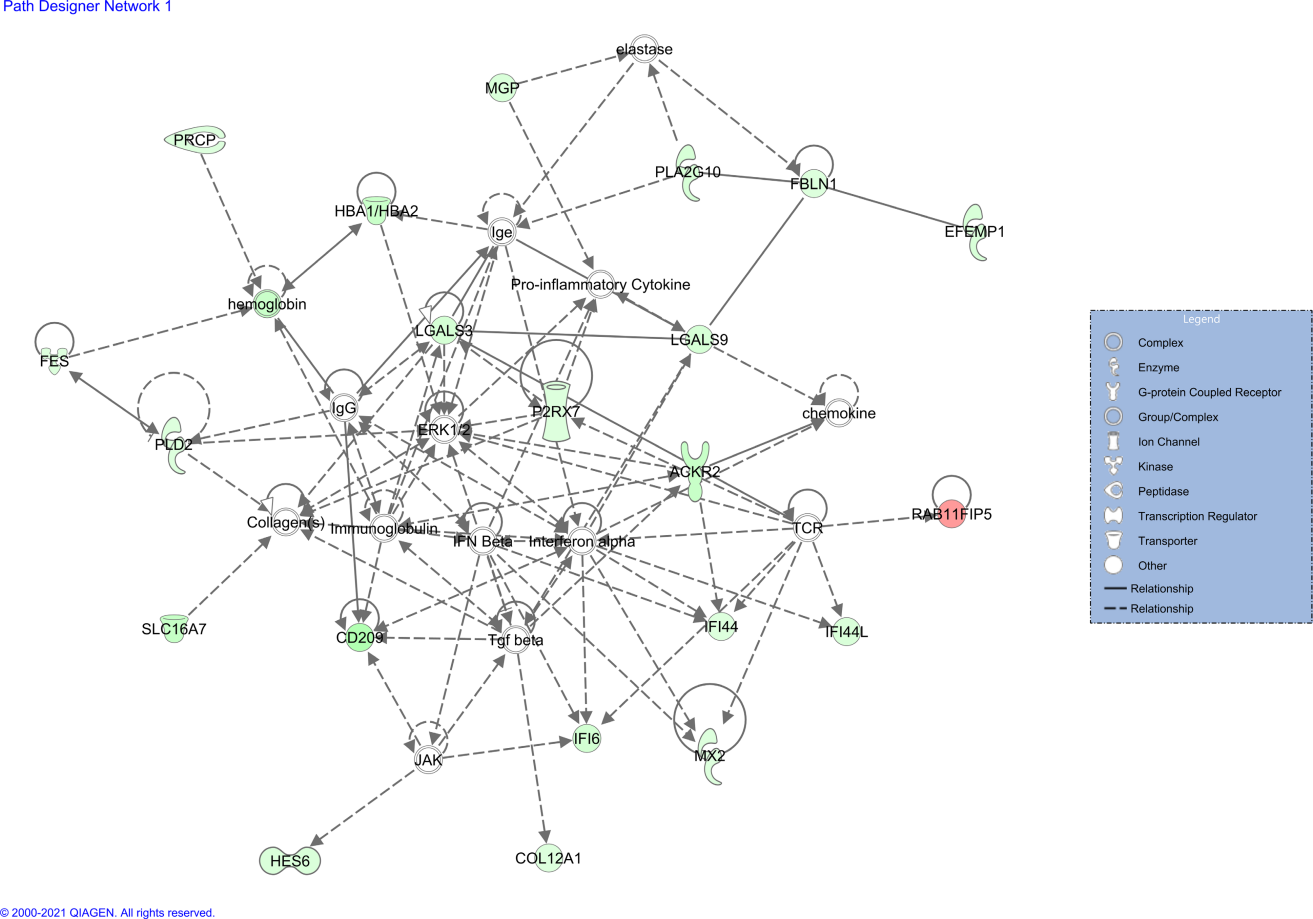
Gene network 1: dermatological diseases and conditions, immunological disease, organismal injury and abnormalities. Genes upregulated and downregulated in the High myoglobin group are represented in green and red colors respectively

**FIGURE 4:**
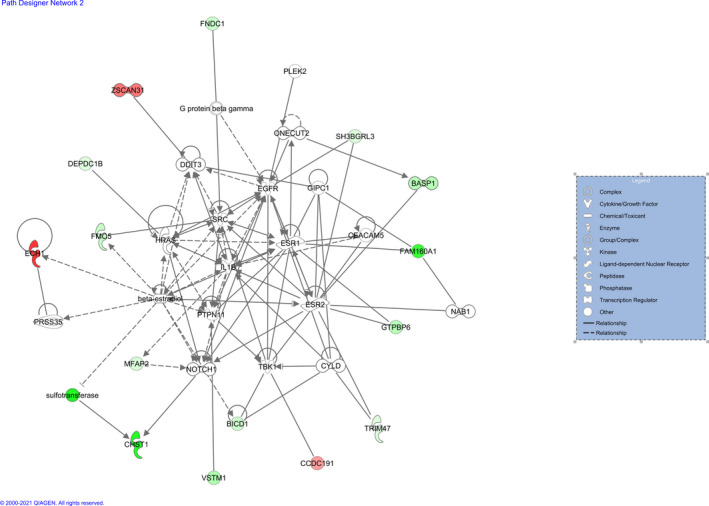
Gene network 2: cell cycle, gene expression, lipid metabolism. Genes upregulated and downregulated in the High myoglobin group are represented in green and red colors respectively

#### Canonical pathways analysis

We carried out a functional interpretation of the global gene expression differences using IPA canonical pathway analysis. Regarding the dataset of 57 DEGs, a total of four canonical pathways were significantly enriched (*p* < 0.05, Table 4). The most significant pathway was *phospholipases* (*p* = 0.007) and the other three relevant pathways were *antioxidant action of vitamin C*, *choline biosynthesis III*, and *inflammasome pathway*. 

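Phospholipase D2 (PLD2, ENSSSCG00000017912), which lies on chromosome 12 from 52073913 to 52087804, was expressed at 4.94 ± 0.315 CPM (SD, n = 6) in the High MB group and 3.10 ± 0.626 CPM (SD, n = 6) in the Low MB group, from 82 to 457 counts per pig. This was a log2 fold change of 0.67 (standard error 0.16), with 0.57 within the deep and 0.82 within the standard libraries, and between 0.60 and 0.76 with each pig left out in turn. DESeq2 gave an adjusted p-value of 0.025.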

All the molecules included in these pathways are upregulated in the High MB group. Nevertheless, the functional analysis did not report any pathway with assigned z‐score, therefore none of them were predicted for an overall activation or inhibition in the High or Low MB groups.

**TABLE 4:** List of significant pathways (*p*‐value <0.05) identified in the set of differentially expressed genes according to the High and Low myoglobin groups identified by Ingenuity Pathway Analysis (IPA) software

Canonical pathways	*p*‐Value	Ratio	Molecules
Phospholipases	0.007	0.031	PLA2G10, PLD2
Antioxidant action of vitamin C	0.019	0.018	PLA2G10, PLD2
Choline biosynthesis III	0.028	0.067	PLD2
Inflammasome pathway	0.038	0.050	P2RX7

Note

Ratio: number of differentially expressed genes in a pathway divided by the number of genes comprised in the same pathway.

#### Transcription regulatory factors

The IPA upstream analysis and regulator effect tools were used to determine the potential transcription regulatory factors of DEGs involved in molecular processes, which may explain the differential expression observed between the High and Low MB groups. In this study, a total of 156 transcriptional regulators were found (*p* < 0.05, Table S4). The direction of the activation state of five regulators was statistically predicted (*z*‐score >2 or *z*‐score <−2, Table 5). 

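IFI6, a target listed in Table 5 for PRL, IFNG, IRF7 and IL1RN among others, had 14.8 ± 6.25 CPM (SD, n = 6) in the High MB group and 7.05 ± 2.64 CPM (SD, n = 6) in the Low MB group. The log2 fold change of IFI6 was 1.07 (standard error 0.30), 0.89 in the deep and 1.38 in the standard libraries (exact permutation test, p = 0.0173). DESeq2 with its defaults did not call it, with an adjusted p-value of 0.112.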

PRL, IFNG, and IRF7 were predicted as activated in the High MB group (*z*‐score >2) while IL1RN and MAPK1 were activated in the Low MB group (*z*‐score <−2). In addition to this, SPI1 (*p* = 2.63 × 10^−4^, Table S4) presented a positive *z*‐score (1.98), indicating a trend for activation in the High MB group.

**TABLE 5:** List of significant upstream regulators identified in the set of differentially expressed genes according to the High and Low myoglobin (MB) groups (*p*‐value < 0.05 and *z*‐score >2 or <−2)

Upstream regulator	Molecule type	PAS	*z*‐Score	*p*‐Value of overlap	Molecules in dataset
PRL	Cytokine	High MB	2.22	2.35 × 10^−04^	IFI44, IFI44L, IFI6, MGP, MX2
IFNG	Cytokine	High MB	2.04	7.49 × 10^−03^	CD209, FBLN1, IFI44, IFI44L, IFI6, LGALS3, LGALS9, MX2
IRF7	Transcription regulator	High MB	2.00	3.61 × 10^−04^	IFI44, IFI44L, IFI6, MX2
IL1RN	Cytokine	Low MB	−2.24	5.78 × 10^−06^	IFI44, IFI44L, IFI6, LGALS9, MX2
MAPK1	Kinase	Low MB	−2.65	9.72 × 10^−06^	FES, HBA1/HBA2, IFI44, IFI6, LGALS3, MX2, TRIM34

Abbreviation: PAS, predicted activation ratio.

Furthermore, a set of master regulators were statistically predicted (Table 6), where four were activated in the High MB group (*z*‐score >2; SPI1, PRL, IRF7, IFNA2) and another four in the Low MB group (MAPK1, IL1RN, MECP2, Hnf3). 

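With an adjusted p-value under 0.20, DESeq2 with its defaults gave 139 genes and 35 transcripts, and without its independent filtering 81 genes and 17 transcripts. From edgeR, 0 genes and 0 transcripts had an adjusted p-value under 0.20, and without the filter on low counts 0 genes and 3 transcripts did.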

A complementary functional analysis was carried out with IPA considering those genes with a *p*‐adjusted‐value <0.20. With this data set, a regulatory effect network (Figure 5) was predicted, representing a causal hypothesis to interpret the potential mechanism of the master regulator (SPI1) in the expression of some DEGs.

**TABLE 6:** Ingenuity Pathway Analysis (IPA)

Master regulator	Molecule type	Participating regulators	PAS	*z*‐Score	*p*‐Value of overlap	Target molecules in dataset
MAPK1	Kinase	MAPK1	Low MB	−2.65	2.52 × 10^−06^	FES, HBA1/HBA2, IFI44, IFI6, LGALS3, MX2, TRIM34
IL1RN	Cytokine	IL1RN	Low MB	−2.24	5.16 × 10^−06^	IFI44, IFI44L, IFI6, LGALS9, MX2
PRL	Cytokine	PRL	High MB	2.24	1.99 × 10^−04^	IFI44, IFI44L, IFI6, MGP, MX2
IRF7	Transcription regulator	IRF7	High MB	2.00	3.15 × 10^−04^	IFI44, IFI44L, IFI6, MX2
MECP2	Transcription regulator	MECP2, SPI1	Low MB	−2.24	3.56 × 10^−04^	CD209, HBA1/HBA2, IFI44, IFI44L, IFI6
IFNA2	Cytokine	IFNA2	High MB	2.00	5.91 × 10^−04^	IFI44, IFI44L, IFI6, MX2
SPI1	Transcription regulator	SPI1	High MB	2.00	6.14 × 10^−04^	CD209, IFI44, IFI44L, IFI6
Hnf3	Group	Estrogen receptor, FOXA1, FOXA2, FOXA3, Hnf3, IRF3, STAT5B	Low MB	−2.65	1.68 × 10^−03^	COL12A1, FBLN1, IFI44, IFI44L, IFI6, MGP, RPRM

Note

List of significant master regulators (*p* < 0.05) with assigned *z*‐score identified in the set of differentially expressed genes according to High and Low myoglobin (MB) groups.

Abbreviation: PAS, predicted activation ratio.

**FIGURE 5:**
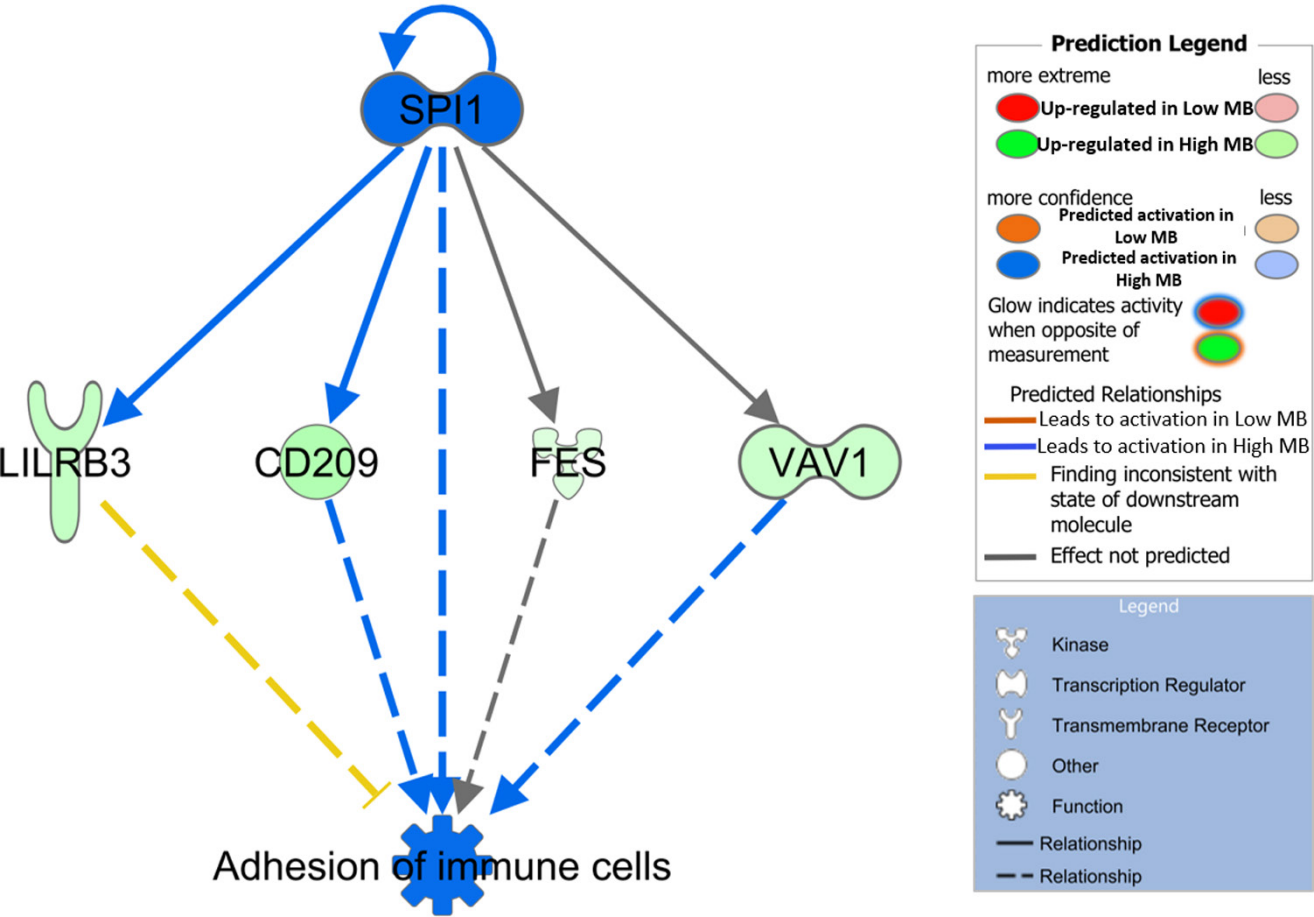
Master regulator effects network predicted in Iberian pigs fattened in an open‐air free‐range system. In the upper tier is SPI1 (predicted to be activated, blue color). In the middle, there are the genes whose expression changes in response to the activation of SPI1 (green upregulated for the High myoglobin group). Dashed lines between SPI1 and differentially expressed genes represent the interactions, predicted to be activated (blue lines) or predicted to be inhibited (orange lines). In the lower tier, the expected phenotypic activate function (adhesion of immune cells, blue color) is shown

#### RNA‐seq validation by qPCR

To validate the RNA‐seq results, we calculated the Pearson correlation with the quantification of the expression of eleven genes using qPCR in the same 12 samples. 

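In the deposited RNA-seq counts, the qPCR genes that the paper lists as not differentially expressed by RNA-seq were compared by exact permutation test. Their p-values from this test lay between 0.0714 for ELOVL5 and 0.829 for ATP6. SCD (ENSSSCG00000010554) had 53.9 ± 41.9 CPM (SD, n = 6) in the High MB group and 36.7 ± 44.1 CPM (SD, n = 6) in the Low MB group. The log2 fold change of SCD from edgeR was 0.55 (standard error 0.64), and it lay between 0.14 and 1.48 with each pig left out. Its difference of mean log2 CPM was 0.90 in the deep and 1.08 in the standard libraries. DGAT2 (ENSSSCG00000034102) had 6.64 ± 3.66 CPM (SD, n = 6) and 3.67 ± 2.93 CPM (SD, n = 6), with a log2 fold change of 0.85 (standard error 0.52) that was 0.87 in the deep and 1.37 in the standard libraries. For ELOVL5 (ENSSSCG00000024149) the log2 fold change was 0.64 (standard error 0.32), with 0.54 in the deep and 0.95 in the standard libraries. The mitochondrial gene ATP6 (ENSSSCG00000018081) had a log2 fold change of 0.08 (standard error 0.22), with -0.58 within the deep libraries and 0.48 within the standard libraries. ZSCAN31 (ENSSSCG00000025335), which was lower in the High MB group, had 1.12 ± 0.368 CPM (SD, n = 6) against 2.01 ± 0.343 CPM (SD, n = 6) and a log2 fold change of -0.85 (standard error 0.25), which was -0.82 in the deep and -0.91 in the standard libraries.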

Likewise, the corresponding *p*‐values and CCC were obtained (Table 7). Seven genes showed a correlation coefficient higher than 0.75 and all of them showed a significant *p*‐value (<0.05). The CCC was equal to 0.881 (CI95%: 0.696–0.956), suggesting a substantial concordance between RNA‐seq and qPCR expression values (Miron et al., 2006). *CD209* and *ZSCAN31* genes showed the highest and the lowest concordance between methods respectively.

**TABLE 7:** Technical validation of RNA‐seq results by quantitative PCR (qPCR)

Gene	qPCR	qPCR	Expression type	RNA‐seq	RNA‐seq	*r* ^2^	*r* ^2^ *p*‐Value	CCC
	Log_2_ FC	*p*‐Value		Log_2_ FC	*q*‐value			
*CD209*	1.20	0.034	H>L	1.86	0.006	0.990	6.39 × 10^−10^	0.880
*SCD*	0.28	0.383	NO DE	0.54	0.460	0.969	2.25 × 10^−7^	
*DGAT2*	0.54	0.196	NO DE	0.85	0.145	0.902	5.91 × 10^−5^	
*ELOVL5*	0.21	0.317	NO DE	0.65	0.473	0.861	3.24 × 10^−4^	
*HBA1*	0.33	0.079	H>L	1.29	0.016	0.664	0.019	
*ATP6*	0.01	0.282	NO DE	0.09	1	0.747	0.005	
*PLA2G10*	0.96	0.119	H>L	0.97	0.069	0.623	0.041	
*ZSCAN31*	−0.83	0.010	L>H	−0.84	0.085	0.590	0.041	
*EFEMP1*	0.47	0.027	H>L	0.93	4.36 × 10^−5^	0.727	0.007	
*LGALS3*	0.54	0.057	H>L	1.02	0.025	0.877	1.78 × 10^−4^	
*MX2*	0.42	0.036	H>L	0.83	0.089	0.810	0.001	
*MB1*	0.202	0.166	–	–	–	–	–	–

Notes

qPCR *p*‐value corresponds to the *t*’ student test analyzing the expression differences between the groups H and L; RNA‐seq *q*‐value corresponds to the RNA‐seq differential expression analyses and *r* ^2^ *p*‐value corresponds to the Pearson correlation analyses. Fold Change values (FC), Pearson correlations (*r* ^2^) and concordance correlation coefficient (CCC) between expression values obtained from both techniques.

Abbreviations: H>L, higher expression in High myoglobin (MB) group than in Low MB; L>H, higher expression in Low MB group than in High MB; NO DE, no differentially expressed in RNA‐seq experiment.

Lastly, a higher mean expression value measured by qPCR for *MB* gene was observed in the High (0.733 ± 0.209) than in the Low group (0.638 ± 0.202), however, no statistical differences were observed between these groups (*p* = 0.166).

## DISCUSSION

The red color of the meat is associated with consumer preferences and, at the same time, is related to its content in myoglobin. In the current study, transcriptome analysis between divergent Iberian pigs for breeding values of myoglobin content showed 57 DEGs and a set of functional pathways and protein networks in which they are involved. These results provide more insight into the mechanisms of the processes underlying this trait.

The first expected result would be that the gene encoding myoglobin was differentially expressed. Nevertheless, this gene was not annotated in the version of the pig reference genome used in the present study (sscrofa11.1). 

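The RefSeq annotation of Sscrofa11.1 used here for positions held 0 genes with the symbol MB among 30388 genes and pseudogenes, and 0 features whose description held the word myoglobin. Among the 15623 gene identifiers with a name, 0 had the symbol MB. No count of the gene was therefore taken from the deposited tables. Of the 25880 genes listed there, 14857 had a name, so a count of the gene under an identifier without a name cannot be excluded.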

To check if the *MB* gene could be differentially expressed, we measured its expression by qPCR and, although we observed higher expression values in the High than in the Low group , no significant differences between groups were observed. Yu et al. (2017) observed an increase of MB content in LD muscle with the age on Duroc × Landrace × Yorkshire pigs and a similar trend for *MB* gene expression; however, the gene expression pattern was not statistically significant. Other authors did find statistically significant differences in MB gene expression and protein content when different muscles (Kim et al., 2004) or diet supplementation were compared (Li et al., 2013). The results observed in the present study could suggest that the MB protein content could be regulated not only by transcriptional mechanisms but also by post‐transcriptional ones.

*Hemoglobin subunit alpha 1 (HBA1)* encoding α‐globin, which is a component of hemoglobin responsible for carrying oxygen to cells and tissues all over the body, is one of the upregulated DEG in the High MB group. 

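HBA1 (ENSSSCG00000007978) had 3.63 ± 1.03 CPM (SD, n = 6) in the High MB group and 1.49 ± 0.506 CPM (SD, n = 6) in the Low MB group, from 36 to 365 counts per pig. With all pigs its log2 fold change was 1.28 (standard error 0.25), with 0.83 in the deep and 1.64 in the standard libraries, and between 1.15 and 1.47 with each pig left out. RefSeq annotated the alpha-globin gene of Sscrofa11.1 as a pair of copies on the minus strand of chromosome 3, LOC110259958 from 41482353 to 41483564 and LOC100737768 from 41486699 to 41487559, inside a span that NPRL3 covers on the other strand. Their coding sequences, each of 429 bp, were identical at 100% of the positions, and the primer pair of Table S1 for HBA1 matched both copies. Reads that aligned to more than 1 place were not counted, and the number lost in this way from HBA1 is not known. HBB (ENSSSCG00000014725), the gene for beta-globin, was also higher in the High MB group, with 97.4 ± 33.9 CPM (SD, n = 6) against 56.5 ± 16.8 CPM (SD, n = 6), a log2 fold change of 0.78 (standard error 0.23) that was 0.61 in the deep and 0.98 in the standard libraries. Across the pigs, HBB had between 20.0 and 41.2 times the counts of HBA1. From the higher expression of HBA1, its role in reactive oxygen species metabolism, reports of hemoglobin under oxidative stress and a reported correlation of hemoglobin with myoglobin in the muscle of several species, the paper proposes that a higher expression of hemoglobin and myoglobin could protect against oxidative stress.

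**Figure D4:**
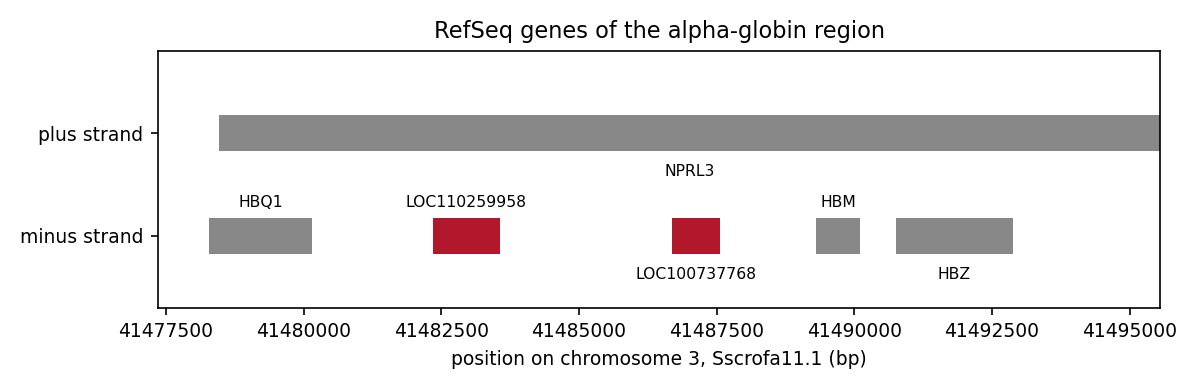
RefSeq genes on both strands around the alpha-globin copies (red) by position on chromosome 3 of Sscrofa11.1 in bp (horizontal axis). The copies LOC110259958 and LOC100737768 lie between 41482353 and 41487559, with NPRL3 on the opposite strand.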

The functional analysis revealed that *HBA1* play a role in the metabolic process of reactive oxygen species (ROS; GO:0072593, Table 2). The function and regulation of non‐erythrocyte hemoglobin is not fully understood; however, oxidative stress seems to be associated with higher hemoglobin expression in cells other than erythrocytes (Liu et al., 2011). In addition, the myoglobin and hemoglobin content in striated muscles is correlated in several species, including pigs (O'Brien et al., 1992), and these authors associated the hemoglobin content with a greater aerobic capacity of the tissue as well as its blood flow, and the myoglobin content with high physical activity. Therefore, a higher expression of hemoglobin and myoglobin could protect against oxidative stress.

Several of the DEGs found in the current study such as *phospholipase A2 group X* (*PLA2G10*) and *phospholipase D2* (*PLD2*), both upregulated in the High MB group, and *ECH1*, which is upregulated in the Low MB group, are involved in lipid metabolism. The *PLA2G10* gene encodes for a lipolytic enzyme, which plays a role in lipid pathways such as the hydrolysis of cell membrane phospholipids and the release of free fatty acids and lysophospholipids (Murakami et al., 2020; Vadas & Pruzanski, 1986). According to the functional enrichment analysis, this gene is involved in the regulation of prostaglandin secretion and transport (GO:0032306, GO:0032308, GO:0015732), fatty acid transport (GO:2000193, GO:2000191), and regulation of eicosanoid secretion (GO:0032303, GO:0032305; Table 2). The enzyme has a role maintaining membrane phospholipid homeostasis (Sun et al., 2010), as well as its function is important in inflammation since it releases arachidonic acid, a precursor of eicosanoids (Hanasaki et al., 2002). It has been suggested that PLA2G10 protein could be involved in immune functions, such as an anti‐inflammatory phenotype, and the enzyme also acts as an important defense mechanism against intestinal parasites and virus, with a role in adaptive and innate immune responses (Murakami et al., 2020). While PLA2G10 has been used as an inflammatory marker, MB has been used as tissue injury marker (Tartibian et al., 2011) because high levels are related to a high vulnerability of the membrane (Driessen‐Kletter et al., 1990). Therefore, this gene would perform a double key function all at once: lipid and immune metabolism. Several authors (Batista‐Gonzalez et al., 2020; Gianfrancesco et al., 2019; Hubler & Kennedy, 2016) described that lipid metabolism plays a role in the regulation of immune cell activation, highlighting the connection between both functions.

The *PLD2* gene codifies an enzyme that plays a pivotal role in the regulation of cell function and cell fate (Liscovitch et al., 2000). The functional analysis revealed that this gene is involved in the *choline biosynthesis III* pathway (Table 4). In the same way, Yang et al. (2004) described that PLD2 hydrolyzes phosphatidylcholine from the cell membrane generating phosphatidic acid, which is a lipid messenger that mediates signaling functions. Phosphatidic acid has been reported to be involved in the iron‐induced synaptic response (Mateos et al., 2012) and it is well known that myoglobin is one of the main iron deposits in mammals, therefore a higher myoglobin content could be related to higher iron releases and, consequently, higher *PLD2* activation.

The third DEG involved in lipid metabolism, *ECH1*, is one of the few down‐regulated in the High MB group. This gene encodes an enzyme that hydrates short‐ and medium‐chain enoyl‐CoA and is related to upregulation of β‐oxidation (Bahnson et al., 2002). 

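The change of ECH1 was found in the listed transcript and not in the counts of the whole gene. That transcript had between 16 and 98 counts per pig, and the gene between 1503 and 3677. Other ECH1 transcripts were not examined, as transcripts could not be assigned to genes. Reads overlapping more than 1 transcript were not counted, so a change of a single form of the gene is not established. The ECH1 gene (ENSSSCG00000028943, chromosome 6, from 47627056 to 47638961) had 47.4 ± 10.1 CPM (SD, n = 6) in the High MB group and 43.9 ± 11.6 CPM (SD, n = 6) in the Low MB group. At the gene level the log2 fold change was 0.11 (standard error 0.18), with 0.30 in the deep and -0.09 in the standard libraries, and its adjusted p-value from edgeR was 0.885. The difference was smaller than the spread between the pigs of each group (exact permutation test, p = 0.526).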

Lower expression of this gene was also observed in indigenous Chinese pigs compared to Yorkshire, which also showed better meat quality parameters, such as color, than Yorkshire pigs (Li et al., 2016).

The oxidation–reduction mechanisms are closely related to the generation of the four redox states of myoglobin (DMB, OMB, MetMB, and COMB), which take place mainly within the mitochondria. Antioxidants and secondary reactive products of lipid oxidation named ROS are well known to influence the color stability of pork, affecting the a* parameter, and causing rancidity taste (Faustman et al., 2010; Li et al., 2016; Suman & Poulson, 2013). Moreover, an excessive amount of ROS may possibly damage the mitochondria and cells due to interactions with proteins, lipids, and nucleic acids; also, an increase in the oxidation of mitochondrial fatty acid could increase DNA damage (Cooke et al., 2003). The processes involved on lipid oxidation such as fatty acid elongation and unsaturated fatty acid biosynthesis also affect meat color and rancidity (Li et al., 2016; Wood et al., 2008). The reactive products of lipid oxidation contribute to the discoloration of meat by precipitating MB oxidation, while antioxidants such as vitamin C and E play a protection role and enhance meat color (redness) and lipid stability of lipids (Faustman et al., 2010, Suman & Poulson, 2013). In the same way, *antioxidant action of vitamin C* (Table 4) is one of the most significant pathways in our study, where two of the DEGs upregulated on pigs with higher MB content (*PLA2G10* and *PLD2*) are involved. Expanding on this idea, Li et al. (2016) found that other DEGs involved in the metabolism of lipid oxidation could promote myoglobin oxidation, thereby accentuating cited dark brown color of the meat. Lastly, all this evidence suggests that strategies focused on restrain lipid oxidation can reduce rancidity and improve color stability.

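Of the immune genes, CD209 (ENSSSCG00000013579, chromosome 2, from 71394414 to 71397711) had the largest change in Table 1 among the features that passed the filter on low counts, with 6.89 ± 4.94 CPM (SD, n = 6) in the High MB group and 1.91 ± 0.761 CPM (SD, n = 6) in the Low MB group. The difference corresponded to a log2 fold change of 1.86 (standard error 0.43), 1.95 within the deep and 1.42 within the standard libraries, and between 1.46 and 2.02 with each pig left out. DESeq2 gave an adjusted p-value of 0.00731. Of the other swine leukocyte antigen genes, SLA-5 (ENSSSCG00000030767, chromosome 7, from 22851888 to 22854782) is listed in Table S3, and its log2 fold change was 1.26 (standard error 0.30), with 0.43 in the deep and 1.75 in the standard libraries.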

Several genes involved in the innate *(MX2*) and adaptive immune response (*CD209*, *SLA1*, *SLA7*, *LGALS3*, and *LGALS9*) and the inflammatory response (*CHST1*) were also upregulated in the High MB group. While the innate immune system acts as the first line of defense, the adaptive immune system represents the second line, involving T lymphocytes and other cells. The adaptive system provides protection and produces antigen‐specific antibodies from pathogens (Hubler & Kennedy, 2016). *MX dynamin‐like GTPase 2 (MX2*) encodes a protein that has been recognized in the immune defense against virus infection and in the response to interferon α (Goujon et al., 2013; Kane et al., 2013; King et al., 2004). Some studies have described the pivotal antiviral activity also in pigs (Albarracín et al., 2017; Sasaki et al., 2014).

*DC*‐*SIGN (CD209)* encodes a protein with a role in the regulation of T‐cells proliferation (Ryan et al., 2002). In the same way, our functional analyses revealed that *CD209* is associated with the biological process of T‐cell proliferation (GO: 0042098, Table 2). A recent genomic study in Iberian pigs proposed *CD209* as a good candidate gene due to its association with immune defense and modulation during infection by pathogens (Alonso et al., 2020). Another research showed that this gene was upregulated in Duroc pigs with high contents of intramuscular fat and saturated and monounsaturated fatty acids in the gluteus medium muscle (Cardoso et al., 2018). Increased expression of the *CD209* gene has also been observed in skin biopsies from German shepherd dogs with atopic dermatitis and a relationship between this CD209 protein and inflammation has been suggested (Tengvall et al., 2020).

*Src‐like adaptors 1* and *7* (*SLA*‐*1* and *SLA*‐*7*) genes belong to a family that encodes proteins of the porcine major histocompatibility complex. Galectin 3 and galectin 9 (*LGALS3* and *LGALS9*) are S‐type lectins with affinity for β‐galactoside that have antimicrobial activity against bacteria and fungi. In our functional transcriptome study *LGALS3* was involved in the T‐cell proliferation GO_BP_ (Table 2) and is also implicated in the IPA network 1 related to *immunological disease* function (Table 3). Moreover, a porcine transcriptome study recognized *LGALS3* as a relevant innate immune gene expressed in healthy pigs (Snyman et al., 2014). 

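The whole CHST1 gene (ENSSSCG00000013273) lies on chromosome 2 from 16772210 to 16789031 and was counted between 39 and 219 times per High MB pig and between 8 and 115 times per Low MB pig. Its expression was 1.78 ± 0.933 CPM (SD, n = 6) in the High MB group and 0.816 ± 0.660 CPM (SD, n = 6) in the Low MB group. On the log2 scale the change of the gene was 1.11 (standard error 0.52), 1.26 in the deep and 1.63 in the standard libraries, with an adjusted p-value of 0.587 from edgeR and 0.427 from DESeq2. Of the 6 High MB pigs, 3 were above all Low MB pigs (exact permutation test, p = 0.0541).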

Finally, *CHST1*shows the greatest differences in expression levels (Table 1). This gene encodes a member of the keratin sulfotransferase family of proteins that catalyzes the sulfation of the proteoglycan keratin and generates l‐selectin ligands which are pro‐inflammatory agents (Li et al., 2001).

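COL12A1 (ENSSSCG00000004484), on chromosome 1 from 90744409 to 90875127, had 5.73 ± 1.44 CPM (SD, n = 6) in the High MB group and 3.47 ± 0.329 CPM (SD, n = 6) in the Low MB group. Its log2 fold change of 0.73 (standard error 0.18) was 0.86 within the deep and 0.58 within the standard libraries. The groups overlapped in 1 High MB pig, and 5 of the 6 High MB pigs were above all Low MB pigs (exact permutation test, p = 0.0108). Within the groups, no relation of a feature of Table 1 with muscle myoglobin content held after Benjamini-Hochberg adjustment over 25 relations, with a smallest adjusted p-value of 0.312 from exact permutation tests of Pearson's r.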

Two other DEGs upregulated in the High MB group are *EFEMP1* and *COL12A1*. *EFEMP1* encodes a glycoprotein of the extracellular matrix, EGF‐containing fibulin‐like extracellular matrix protein 1. *EFEMP1* is involved in GO_BP_ related to cartilage and connective tissue development. This glycoprotein is part of the fibulin family, which are proteins that modulate cell morphology, growth, adhesion, and motility (Gallagher et al., 2005). Transcriptome and methylome analyses in different pig breeds have suggested that *EFEMP1* is involved in growth and developmental processes (de Yang et al., 2016; Hou et al., 2020; Puig‐Oliveras et al., 2014) and has also been associated with higher human height (Kemper et al., 2012). This gene has also been described as a regulator of hypoxia in Tibetan pigs (Jia et al., 2016). SNP effects of *EFEMP1* on oleic acid have been reported in Wagyu × Angus beef (Zhang et al., 2012); however, no effect of this gene on oleic acid has been observed in pigs. *Collagen type XII alpha 1 chain (COL12A1)* belongs to the collagen family of genes and encodes a protein that plays a key role in organizing the structure of the extracellular matrix and fibrils of collagen. Collagen proteins are the elementary constituent of extracellular matrix. An upregulation of the *COL12A1* gene has been observed when the muscle expression was compared between crossbred Duroc × Iberian with Iberian piglets (Óvilo et al., 2014). Furthermore, Duroc × Iberian crossbreed pigs have less myoglobin content than purebred Iberian pigs (Clemente et al., 2012). Our results indicated an upregulation of the *COL12A1* gene in the High MB group, which is somehow contradictory to the cited studies; however, it is worth to mention that the current study was carried out in Iberian pigs with an average slaughter age of 17 months and in Óvilo et al. (2014), the authors analyzed the transcriptome of piglets with 28 days. Therefore, in pigs with a high MB content there is a greater expression of these two genes involved in the development of connective and cartilaginous tissues.

The upstream analysis predicted a series of regulatory factors that are not necessary differentially expressed in the studied muscle tissue. 

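The regulator IRF7 (ENSSSCG00000012853) had 5.33 ± 0.816 CPM (SD, n = 6) in the High MB group and 5.96 ± 1.64 CPM (SD, n = 6) in the Low MB group, a log2 fold change of -0.16 (standard error 0.18), with -0.11 in the deep and -0.04 in the standard libraries. The difference was smaller than the spread between the pigs of each group (exact permutation test, p = 0.487).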

Several of these regulators (MAPK1, IL1RN, PRL, and SPI1) were identified as master regulators (Table 6). A master regulator is a molecule at the top of a regulatory hierarchy and is expressed at the inception of a developmental lineage, participating in the regulation of multiple downstream genes (Chan & Kyba, 2013). One of the most important factors recognized as a master regulator is mitogen‐activated protein kinase 1 (MAPK1), which has been recognized as a transcriptional regulator involved in the differentiation of porcine myocytes and interrupting the development of adipocytes (Wang et al., 2017), as well as in cellular pathways such as proliferation, differentiation, transcription, cell motility, and apoptosis (Nishida & Gotoh, 1993; Vomastek et al., 2008). This regulator was predicted to be activated in meat samples with lower MB content, regulating the expression of the *FES*, *HBA1*, *LGALS3*, and *MX2* genes, among other.

The master regulator *Spi‐1 proto‐oncogene* (*SPI1*) was activated in the High MB group (Table 6). 

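SPI1 itself (ENSSSCG00000013237, chromosome 2, from 15227850 to 15245679) had 5.53 ± 3.04 CPM (SD, n = 6) in the High MB group and 3.76 ± 0.821 CPM (SD, n = 6) in the Low MB group. Its log2 fold change of 0.56 (standard error 0.28) was 0.27 in the deep and 0.43 in the standard libraries, and it was 0.24 when High MB pig 2 was left out (exact permutation test with all pigs, p = 0.171). FES (ENSSSCG00000001818, chromosome 7, from 53472947 to 53485084) had a log2 fold change of 0.81 (standard error 0.22), with 0.92 in the deep and 0.80 in the standard libraries. VAV1 (ENSSSCG00000013553, chromosome 2, from 72327433 to 72391649) had a log2 fold change of 1.25 (standard error 0.45), which was 0.64 without High MB pig 2, with 0.70 in the deep and 1.24 in the standard libraries.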

Figure 5 represents a causal network hypothesis that could explain the regulatory mechanism of SPI1 on four genes *CD209*, *FES*, *LILRB3*, and *VAV1*. *SPI1* would activate the expression of *CD209* that is upregulated in the High MB group, which has previously been linked to with immune defense and inflammation. This protein regulates the expression of multiple genes involved in the immune metabolism (Gangenahalli et al., 2005), moreover, the *SPI1* gene has been related to the regulation of B cells (B lymphocytes), T cells, and myeloid cells (Imoto et al., 2010). Therefore, an upregulation of *SPI1* would promote adhesion of the immune cells’ mechanism. Finally, the *SPI1* gene has been related to the regulation of adipogenesis in porcine transcriptome studies (Li et al., 2011; Wei et al., 2015), thus, the relationship between lipid metabolism and immune system was again observed.

The results shown here indicate that the Iberian pigs with a high myoglobin content show an upregulation of genes codifying pro‐inflammatory proteins. Genes involved in lipid metabolism pathways were also related to the immune system, which reinforce the possibility of a double key function of these DEGs. According to our results, animals with higher myoglobin content seem to have activated lipid oxidation, and we could hypothesize that an increase in oxidation would induce hemoglobin gene expression and augment the myoglobin content in LD muscle, since, as has been suggested, hemoglobin and myoglobin have a protective effect against oxidation. However, further functional studies should be carried out to support this evidence.

## CONCLUSIONS

In this study, 57 DEGs in the transcriptome of LD muscle were identified in Iberian pigs with divergent breeding values for myoglobin content. The functional analyses carried out have revealed that the DEGs codify proteins involved in processes related to inflammation, lipogenesis, and immune defense. These results suggest that pro‐inflammatory proteins, involved in lipid oxidation, could be inducing the expression of the *HBA1* gene, and increasing the myoglobin content since both hemoglobin and myoglobin content have a protective effect against oxidative stress. Polymorphisms located in regulatory regions of the cited DEGs could be associated with their altered expression and, therefore, they could be used in marker‐assisted selection. Finally, the most promising candidate gene underlying the variation in myoglobin content seems to be *HBA1*; therefore, further studies searching for polymorphisms mapped in this gene and association studies with myoglobin content should be carried out.

## CONFLICT OF INTEREST

The authors Luisa Ramírez and Gema Matos are employees of the enterprise “Sánchez Romero Carvajal” and Miguel Ángel Fernández‐Barroso, Yolanda Núñez, Juan María García‐Casco and María Muñoz were employees of the “Instituto Nacional de Investigación y Tecnología Agraria y Alimentaria—INIA” when the study was carried out. Therefore, we declare no conflicts of interest regarding the writing of this manuscript.

## Supporting information

Fig S1 Click here for additional data file.

Fig S2 Click here for additional data file.

Fig S3 Click here for additional data file.

Table S1‐S4 Click here for additional data file.

## Data Availability

The data that support the findings of this study are openly available in Gene Expression Omnibus repository at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE178915, reference number GSE178915.

How the deposited data were processed for this re-analysis (not part of the article)

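RNA-seq counts of longissimus dorsi muscle from 12 Iberian pigs, 6 of the High MB group and 6 of the Low MB group, were analysed, with 1 library per pig and 24 tables in all (12 by gene and 12 by transcript). Each pig was assigned to its group by the group and individual number in its label, which also gave its breeding value and its muscle myoglobin content.

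The authors trimmed the paired reads with TrimGalore, aligned them to Sscrofa11.1 with hisat2, and deposited the raw counts of htseq-count per gene and per transcript, without normalization. The paper's text does not name the annotation release or the strand and overlap settings of the counting. The summary lines of htseq-count were kept apart from the features, and the values were checked to be whole numbers with totals that differ between pigs. No reads were aligned again, so losses in alignment and counting are already part of the counts.

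Gene counts per pig summed to between 38914271 and 91318334. The deep and standard depth classes of the libraries were taken from the total reads of Table S2 before the data were examined. Intervals and the floor of 3 counts cover counting error only.

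Differential expression was tested with edgeR 4.0.16 (TMM normalization, filterByExpr with the group, estimateDisp, glmQLFit and glmQLFTest with default settings) in R 4.3.3, with the High MB group against the Low MB group and no covariate. Features were called at a Benjamini-Hochberg adjusted p-value under 0.10 and an absolute log2 fold change over 0.58. The paper used DESeq2, and DESeq2 1.42.0 with its default settings was run as an alternative. Both tools were tested on simulated data with 6 pigs per group, in which each called most of the features whose expression had been changed 4-fold. The 11 genes of Table 1 other than the ECH1 and CHST1 transcripts had log2 fold changes between 0.67 and 1.86, which are under 4-fold. Changes of 2-fold were simulated as well, but the share of them that was called is not reported here. Whether changes of the size in Table 1 would be called is therefore left open. The standard error of an edgeR log2 fold change was taken from the test statistic. CPM values used the TMM normalization, and log2 CPM a prior count of 2. Log2 fold changes within a depth class are differences between group means of log2 CPM and not values of edgeR's fit. Single features were compared with exact two-sided permutation tests over all regroupings of the 12 pigs into 6 and 6. Correlations within a group used exact permutation tests of the pairings.

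The alternatives set before the data were examined were other size factors (RLE and upper quartile), DESeq2 with its defaults, without independent filtering and without Cook's filtering, robust estimation in edgeR, no filter on low counts, at least 10 counts in every pig, an adjusted p-value under 0.05, no limit on the fold change, the depth class as a covariate, the individual number as a block, removal of the 10 features with the highest counts, and each pig left out in turn. DESeq2 on features with at least 10 counts in total, and other linkages for clustering on the genes of Table S3, were added after the values had been seen.

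The genes named in the text were, by a rule set before the data were examined, those the paper names in its results, in Tables 1, 5 and 7 and in Figure 5, its regulators, and the marker genes of the sets below. Features of Table S3 were linked to identifiers by the group means of DESeq2, since not all of its names are in the gene table. All 57 were linked, 54 of them with a summed log distance under 0.001 and the farthest, HBA1, at 0.0135. A symbol was listed for 34 of them, and it was the paper's symbol in 32. One of the genes chosen by this rule is not reported here and was left out of the named genes after the data were examined. HBB, ENSSSCT00000034266 and the features of Table S3 without a symbol were chosen after their values had been seen.

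Hierarchical clustering used log2 CPM with Euclidean distance and complete linkage. Scores of 12 sets of marker genes for cell types, fibre types and pathways, written before the data were examined and without the genes of Table S3, were compared between groups. A score is the mean over the genes of a set of log2 CPM standardised over the 12 pigs. The 7 sets with fewer than 80% of their genes among the genes tested were not counted. The differential expression test was refitted on 100 splits of the 12 pigs into 6 and 6, the real one included, and on the 32 splits that part all pairs of pigs with the same individual number. limma 3.58.1 gave the camera test of the sets.

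Positions, coding sequences and primer sites came from the RefSeq annotation of Sscrofa11.1. The qPCR values, the functional enrichment, the networks and the predicted regulators of the paper were not analysed here.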

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

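In this part, the tests on the number of pigs far from their group, on the scaling factor, on library scaling for the endothelial genes, on the ratio of HBA1 to HBB and on the alpha-globin copies were chosen only after the result was seen; the tests on red blood cell, macrophage and fibroblast RNA were set before the data were examined.

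A pig lay far from the other 5 of its group, by the ratio of its gap to the range of the group (Dixon's test), in 7 of the 100 groups tested, where 1 in 20, or 5 groups, would do so by chance. By their number alone the 7 groups do not stand out from chance among many tests, but 4 of the 7 were of a single pig, High MB pig 2. Among these 4 were its TMM factor and its share of counts on the 10 most counted genes, which are linked. The 4 are therefore not independent, and their number cannot be set against chance spread over 12 pigs. For High MB pig 2, log2 CPM of LGALS3 was 3.81 against 2.40 to 2.83 in the other High MB pigs, and log2 CPM of VAV1 was 2.44 against 0.19 to 0.52. High MB pig 5 had a log2 CPM of 3.39 for EPB41L1 against 2.50 to 2.82. Low MB pig 1 had a log2 CPM of -0.43 for MFAP2 against 0.74 to 0.91 and of 2.37 for FBLN1 against 3.24 to 3.70. No biological explanation was tested for these single pigs.

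The TMM factor of High MB pig 2 was 1.21 against 0.966 to 1.03 in the other High MB pigs. The share of its counts on the 10 most counted genes was 12.98% against 19.3% to 21.2%, with a ratio of gap to range of 0.769, so a smaller share of counts on a few genes may account for the factor. High MB pig 2 was also 1 of the 2 pigs in the smaller branch when all genes were clustered. Its different composition cannot be told apart from a biological difference of this pig.

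Marker genes outside Table S3 scored higher in the High MB group for 3 of the 5 sets of which at least 80% of the genes were tested. The score of the macrophage genes was higher by 1.01 (exact permutation test, p = 0.0281), that of the fibroblast and extracellular matrix genes by 1.03 (exact permutation test, p = 0.00649), and that of the endothelial genes by 0.923 (exact permutation test, p = 0.0411), each in units of the SD of a gene over the 12 pigs. Adjusted by the Benjamini-Hochberg method over the 5 sets, these exact permutation p-values were 0.0685, 0.0324 and 0.0685. The fibroblast set alone then stayed under 0.05. Adjusted over every set with a score, those with too few genes included, they were 0.0753, 0.0714 and 0.0753, and no set was under 0.05. In each of the 3 sets, 6 of the 6 High MB pigs were above the median of the Low MB pigs. The differences were present in both depth classes, with 0.954 in the deep and 1.00 in the standard libraries for the macrophage set, 1.39 and 0.833 for the fibroblast set, and 0.814 and 1.09 for the endothelial set. With DESeq2's size factors the exact permutation p-value of the endothelial set was 0.039, but these factors are close to those of TMM, so library scaling cannot be excluded. A larger share of RNA from macrophages, fibroblasts and vessels in the High MB samples is a candidate explanation for part of the higher immune and extracellular matrix genes of Table 1. Higher expression per cell was not separated from a larger number of cells. The GC content or length of the genes could not be used as a test of the genes with an unadjusted p-value under 0.05. Only 79.997% of the genes tested had these values where 80% were needed. The check was computed before this share was counted, and its values are not reported. Neither these genes nor the marker sets can be told apart from an effect of GC content or length.

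HBB, which the paper does not report, was higher in the High MB group, with a log2 fold change of 0.78 (exact permutation test, p = 0.0173; higher than the Low MB median in 6 of 6 pigs). More blood in the High MB samples could raise both globins. The score of the erythroid genes differed in the same direction (exact permutation test, p = 0.039), but 4 of its 12 genes could be scored, and this test is void. Within the groups HBA1 and HBB rose together in log2 CPM, a relation looked at after the values of HBB had been seen. Pearson's r was 0.81 in the High MB group (exact permutation test, p = 0.0639) and 0.97 in the Low MB group (exact permutation test, p = 0.00278). More blood in some pigs of a group could give this relation. The log2 ratio of HBA1 to HBB counts was -4.73 ± 0.28 (SD, n = 6) in the High MB group and -5.26 ± 0.11 (SD, n = 6) in the Low MB group (exact permutation test, p = 0.00649), so that blood RNA with a fixed ratio of the globins did not account for all of the rise of HBA1. The coding sequences of the alpha-globin copies differ at 0 positions, and a loss of reads shared between the copies, which could differ between pigs, cannot be excluded as a source of the change in this ratio. The rise of HBA1 therefore cannot be told apart from more blood RNA together with uneven counting of the copies.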

How the results depend on the processing

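The choices were set before the data were examined, except where a setting is said to have been added. No gene was called by edgeR with TMM (1132 genes at an unadjusted p-value under 0.05), RLE or upper-quartile normalization, robust estimation, no filter on low counts, at least 10 counts in every pig, the depth class as a covariate, without the 10 most counted features, at an adjusted p-value under 0.05, and with no limit on the fold change. Over these edgeR settings, between 1027 and 1533 genes had an unadjusted p-value under 0.05, and the smallest adjusted p-values of edgeR lay between 0.461 and 0.59.

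DESeq2 called 29 genes with its defaults, 21 without independent filtering and 29 without Cook's filtering, and 32 on features with at least 10 counts in total, a setting added after the values were seen. The corresponding numbers of transcripts were 13, 7, 13 and 16. Genes and transcripts together came to at most 42 with DESeq2's defaults, a sum in which a gene and its own transcript can both be counted. The transcript test of edgeR without a filter on low counts called 2 transcripts, ENSSSCT00000033999 and ENSSSCT00000034266, with adjusted p-values from edgeR of 0.0417 and 0.076 and between 0 and 100 counts per pig for the former. The cause of these differences between tools and filters was not tested. Across the 12 fits that each left out one pig, the number of genes called was from 0 to 0 (844 to 1454 at an unadjusted p-value under 0.05). The number of transcripts called was from 0 to 1 (558 to 820). The smallest adjusted p-value of edgeR in these fits lay between 0.107 and 0.765 for genes and between 0.0401 and 0.861 for transcripts.

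With the individual number as a block, 0 genes were called, with 957 at an unadjusted p-value under 0.05. Same-numbered pigs of the groups were not alike, with a mean correlation of -0.0458 between pairs against 0.0101 between other pairs, so no sign of a pairing was found. In the block test of the marker sets, the macrophage score passed to an exact p-value of 0.0625 from 0.0281, while the camera test put 5 sets under an unadjusted p-value of 0.05 in place of 3, with the adipocyte (0.000684) and mitochondrial oxidative sets added.

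Of the 41 features named, 39 kept their direction in each of the alternative settings and fits without one pig that were run for them; features removed by a filter on low counts, among them the CHST1 transcript, were not fitted in all of these. Of the 41, 16 that edgeR had not called passed the limits under DESeq2's defaults. Within the depth classes, the direction of ATP6 reversed in the deep and that of the ECH1 gene in the standard libraries. The log2 fold change of ATP6 ran from -0.035 (reversed, without High MB pig 5) to 0.20 across the fits that each left out one pig, and that of IRF7 from -0.22 to 0.0017 (reversed, without Low MB pig 1); the cause was not tested. The transcript ENSSSCT00000033999, called without the filter, was called in 1 of the 12 fits that each left out one pig (without High MB pig 6), and in the 6 that left out a Low MB pig it was tested and not called.

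The number of transcripts expressed fell from 23608 to 10966 with at least 1 count in every pig and to 9859 with filterByExpr. Clustering on all genes placed 6 of 12 pigs with their group under each method and set of genes run. Clustering on the genes called by edgeR could not be run, as there were none. The depth limits the CHST1 transcript, which was at or under 3 counts in 3 High MB pigs and all Low MB pigs.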

Differences from the paper's values

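The paper reports 57 differentially expressed features, of which Table S3 lists 53 as higher and 4 as lower in the High MB group; edgeR called 0 features, 0 of them higher and 0 lower, with 1132 genes and 671 transcripts at an unadjusted p-value under 0.05. Among the alternatives set before the data were examined, DESeq2 with its defaults gave at most 42 features, 40 of them higher and 2 lower. The 42 is a plain sum of genes and transcripts and an upper bound, since the paper adds only transcripts of genes not already called and transcripts could not be assigned to genes here; the gene ENSSSCG00000001458 and the transcript ENSSSCT00000033999, with equal counts in 12 of 12 pigs, are both in it. As a sum it is within 1.5 times the paper's 57 and 53, and the 2 lower features are not within 1.5 times the paper's 4. It called 28 of the paper's 57 features, 24 genes and 4 transcripts. DESeq2 without independent filtering called 17 of the paper's genes and 4 of its transcripts, and without Cook's filtering 24 and 4. DESeq2 on features with at least 10 counts in total, chosen after the values were seen, called 32 of the 57, among them ECH1 with an adjusted p-value of 0.098 and SCIN with 0.099 from DESeq2. The transcript ENSSSCT00000033999 of the paper's list was called by edgeR without a filter on low counts and when High MB pig 6 was left out.

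For 12 features of Tables 1 and 7, the adjusted p-value of edgeR was 0.563 where the paper's is lower. With DESeq2's defaults the value came within 1.5 times the paper's for COL12A1 (paper's 0.055), MX2 (paper's 0.089), SLA-1 (paper's 0.025), EFEMP1 (paper's 0.029), HBA1 (paper's 0.002), SLA-7 (paper's 0.085) and CD209 (paper's 0.006). Without Cook's filtering it did so for the same genes apart from EFEMP1, and without independent filtering for SLA-1 alone of these. The paper's values used for HBA1 and EFEMP1 are those of Table 1. Table 7 prints other adjusted p-values for these genes. The values from DESeq2's defaults (0.00235 for HBA1 and 0.0434 for EFEMP1) are not within 1.5 times those of Table 7. None of the alternatives set before the data were examined closed the gap for PLD2 (paper's 0.007), PLA2G10 (paper's 0.069), LGALS9 (paper's 0.027), LGALS3 (paper's 0.025) or ZSCAN31 (paper's 0.085), although DESeq2's defaults called PLD2, LGALS9 and LGALS3.

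The ECH1 transcript had an adjusted p-value of 0.689 from edgeR against the paper's 0.093, and DESeq2 with its defaults (0.12) and without Cook's filtering (0.121) came within 1.5 times. The CHST1 transcript had 0.341 from edgeR without the filter on low counts against the paper's 0.068, and DESeq2 without independent filtering (0.0629) came within 1.5 times. SCD had 0.841 from edgeR against the paper's 0.460, and the depth class as a covariate (0.679 from edgeR) came within 1.5 times. DGAT2 had 0.653 from edgeR against the paper's 0.145, and no alternative set before the data were examined closed the gap. The log2 fold changes of these features other than the CHST1 transcript differed from the paper's by less than their errors. Features of Table S3 had been linked by their group means, which by itself brings their log2 fold changes close to the paper's. The CHST1 transcript had 0 counts in each of the 6 Low MB pigs, so its change is known only as a lower limit and cannot be compared.

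The adjusted p-values of Table S3 do not always rise with its unadjusted ones: in 122 of the 1225 pairs among the 50 genes of Table S3, the order of the paper's adjusted p-values was opposite to that of its unadjusted p-values.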

Other observations

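In this part, the tests set before the data were examined were those on library scaling, on the splits that give as many called features, on the interferon, slow fibre and mitochondrial genes and on the depth class; the tests on DESeq2, on unadjusted p-values, on clustering, on the splits that part High MB pig 2 from Low MB pig 4 and on reads without a gene were chosen only after the result was seen.

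How often other splits of the 12 pigs give as many results was counted. For the called features the test has no power, since edgeR called 0 genes and 0 transcripts with the real split: 100 of the 100 splits gave as many called genes and 100 of the 100 as many transcripts, with up to 316 genes and 61 transcripts in another split. For the 1132 genes and 671 transcripts with an unadjusted p-value under 0.05, 17 of the 100 splits gave as many genes and 20 of the 100 as many transcripts, and of the 32 splits that part all same-numbered pairs as the real split does, 7 of the 32 gave as many genes and 9 of the 32 as many transcripts. With DESeq2's defaults, 9 of the 32 splits gave at least the 29 genes of the real split, with a median of 7, and 11 of the 32 gave at least its 13 transcripts, with a median of 3 and up to 120 in another split. By these counts the number of features found between the High and Low MB groups is within what other groupings of the same pigs give. The counts depend, however, on High MB pig 2 and Low MB pig 4, the smaller branch when all genes were clustered, which the real split parts. Of the splits that also part these pigs, the real one included, 3 of 48 among the 100 and 1 of 16 among the 32 gave as many genes with an unadjusted p-value under 0.05, and 3 of the 16 gave as many genes and 5 of the 16 as many transcripts with DESeq2. Of the 16 that kept these pigs together, 6 gave as many genes with DESeq2. Whether the groups differ more than other groupings of the pigs therefore remains open.

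The 12 pigs lay with their own group when clustered on the genes of Table S3. When each of the 32 splits was clustered on its own 57 genes of lowest p-value, 25 of the 32 placed all 12 pigs with their own side, as did 64 of the 100 splits. When each pig was left out of the choice of genes, 5 of the 12 pigs lay in the branch of their own group, fewer than the 10 set as the mark of a difference that holds for pigs outside the choice. The separation is in line with genes chosen by the grouping on which they are then clustered.

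Of the genes with an unadjusted p-value under 0.05, 63.0% were higher in the High MB group with TMM normalization, 67.3% with RLE and 82.0% with upper-quartile normalization, so the share of higher genes depends on the scaling. The median log2 fold change of all genes moved by less than 0.1 between these scalings.

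With the depth class as a covariate the smallest adjusted p-value from edgeR was 0.461, against a range of 0.461 to 0.636 over the edgeR settings with all pigs, and no gene was called with or without it (1338 and 1132 at an unadjusted p-value under 0.05). As no gene was called, this test cannot tell whether the depth class matters.

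The interferon response genes outside Table S3 scored higher in the High MB group (exact permutation test, p = 0.0281), with 0.222 in the deep and 1.15 in the standard libraries, and the slow muscle fibre genes also scored higher (exact permutation test, p = 0.013), with 0.642 in the deep and 1.41 in the standard libraries. Fewer than 80% of the genes of both sets could be scored, so both tests are void and a general interferon response and a larger share of slow fibres remain open. The mitochondrial oxidative genes did not differ by the exact permutation test (p = 0.561), which goes against more mitochondrial RNA as an explanation of the higher myoglobin content, whereas limma's camera test, an alternative set before the data were examined, put them higher in the High MB group (p = 0.0419), so this explanation is not excluded. The test of macrophage genes that bears on the immune genes gave the exact permutation p-value of 0.0281.

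Between 47.0% and 48.2% of the reads aligned to a single place were assigned to a gene. A share under 50% in every library is what strand-specific counting of a library without strand information could give, but the strand settings are not stated in the paper's text and the reads were not used here, so the highest share of 48.2% cannot tell this apart from reads of introns or of unannotated genes.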
